# MT-100, a human Tie2-agonistic antibody, improves penile neurovasculature in diabetic mice via the novel target Srpx2

**DOI:** 10.1038/s12276-024-01373-1

**Published:** 2025-01-01

**Authors:** Fang-Yuan Liu, Young-Lai Cho, Fitri Rahma Fridayana, Lashkari Niloofar, Minh Nhat Vo, Yan Huang, Anita Limanjaya, Mi-Hye Kwon, Jiyeon Ock, Seon-Jin Lee, Guo Nan Yin, Nam-Kyung Lee, Ji-Kan Ryu

**Keywords:** Antibody therapy, Mechanisms of disease

## Abstract

Diabetes is an incurable, chronic disease that can lead to many complications, including angiopathy, peripheral neuropathy, and erectile dysfunction (ED). The angiopoietin-Tie2 signaling pathway plays a critical role in blood vessel development, formation, remodeling, and peripheral nerve regeneration. Therefore, strategies for activating the Tie2 signaling pathway have been developed as potential therapies for neurovascular diseases. Here, we developed a human Tie2-agonistic antibody (MT-100) that not only resists Ang-2 antagonism and activates Tie2 signaling but also regulates a novel target, sushi repeat-containing protein X-linked 2 (Srpx2). This regulation led to the survival of vascular and neuronal cells, a reduction in the production of reactive oxygen species (ROS), activation of the PI3K/AKT/eNOS signaling pathway, increased expression of neurotrophic factors, and ultimately alleviation of ED in diabetic mice. Our findings not only provide conclusive evidence that MT-100 is a promising therapeutic strategy for the treatment of diabetic ED but also suggest it has substantial clinical applications for other complications associated with diabetes.

## New Antibody Activates Tie2 to Combat Diabetic Complications

Erectile dysfunction is a condition where men have difficulty maintaining an erection. It is common among men with diabetes, often due to severe damage to blood vessels. Researchers found a need for better therapies for diabetic ED. They created a new humanized antibody, MT-100, which targets the Tie2 receptor. The Tie2 receptor is important for keeping blood vessels stable and protecting nerves. In their study, they tested MT-100 on diabetic mice. After injecting MT-100, the mice showed better erectile function due to improved blood vessel and nerve growth. MT-100 also helped cells survive and reduced oxidative stress, which is damage caused by harmful molecules. The study suggests MT-100 could be a promising treatment for diabetic ED by supporting blood vessel and nerve health. Future studies might look at MT-100 for other blood vessel diseases.

This summary was initially drafted using artificial intelligence, then revised and fact-checked by the author.

## Introduction

Erectile dysfunction (ED) is defined as the inability to achieve and/or maintain an erection sufficient for satisfactory sexual intercourse^1^. The global prevalence of ED is expected to reach 322 million cases by 2025^2^. As one of the major complications of diabetes mellitus (DM) in males, the incidence of ED among male diabetic patients is as high as 75%^3^. Although phosphodiesterase type 5 (PDE5) inhibitors are excellent first-line treatments, 50% of ED patients respond poorly because of severe vascular or nerve damage caused by DM, cardiovascular disease, and metabolic syndrome. Recent preclinical studies using angiogenic and neurotrophic factors, such as vascular endothelial growth factor (VEGF), cartilage oligomeric matrix protein (COMP)-angiopoietin-1, leucine rich alpha-2-glycoprotein 1, and brain-derived neurotrophic factor (BDNF), to treat ED have been somewhat successful^4–7^. However, owing to several limitations of protein therapies, such as low yield and purity in production, low stability, and the fact that recombinant proteins cannot effectively reach their targets because of poor pharmacokinetic (PK) profiles^8,9^, more effective treatment strategies, such as antibody therapies, are needed. Antibody therapeutics have become major contributors to the biopharmaceutical market in recent years because of their high safety profile, low toxicity, high refractive index, and single biological function^10^. However, studies of antibodies are all in their infancy, and few studies have investigated their application to treat ED^11–13^.

Angiopoietin (Angpt)-Tie receptor 2 (Tie2) signaling has been shown to promote vascular stability, vascular maturation, and endothelial cell survival^14^. Moreover, the neuroprotective and neurotrophic effects of this signaling pathway have only recently been discovered^15^. Tie2 is a receptor tyrosine kinase activated by higher-order oligomeric angiopoietin-1^16^. Most previous efforts to develop Tie2 agonists have focused on Angpt fibrinogen-like domain (FLD)-based protein engineering, such as COMP-angiopoietin-1^17^, cartilage matrix protein-angiopoietin-1^18^, Hepta-angiopoietin-1^19^, and FLD scaffold nanoparticles^20^. However, their clinical applications must overcome several limitations, such as the difficulties of large-scale production of native Ang1, a too-short half-life, excessive nonspecific binding to most tissues, and potential immunogenicity^14,17,21,22^. Therefore, agonistic antibodies are considered useful alternatives to natural ligands for receptors, as they can sustainably activate specific receptors, inducing downstream signaling pathways and cellular responses^14^. Furthermore, these antibodies are resistant to degradation in serum and have molecular characteristics that ensure long-term retention in circulation^14^.

More recently, Jo et al. developed a novel humanized Tie2-agonistic antibody (hTAAB) via mouse hybridoma technology and activity-based screening. It targets the membrane proximal fibronectin type III domain of Tie2, which is distinct from the Angpt-binding site, resulting in Tie2 activation^16^. Therefore, the development of Tie2-agonistic antibodies is a feasible way to advance research on the treatment of various vascular diseases for which vascular stabilization and normalization is therapeutically necessary, including ED. To the best of our knowledge, no Tie2-agonistic antibodies have been previously developed for the treatment of diabetic ED. Furthermore, the therapeutic mode of action of Tie2-agonistic antibodies in a diabetic ED model has been elusive.

Here, we developed a fully human Tie2-agonistic antibody, designated MT-100, that binds human Tie2 with cross-reactivity for various species of Tie2 and induces Tie2 phosphorylation to activate downstream signaling pathways. We aimed to evaluate the efficacy of MT-100 in promoting penile vascular neurogenesis to restore erectile function in a mouse model of diabetic ED.

First, we demonstrated that MT-100 can activate the Tie2 signaling pathway in human umbilical vein endothelial cells (HUVECs) and 3T3-J2 cells. Second, we demonstrated that two exogenous injections of MT-100 improved erectile function by enhancing neurovascular regeneration in cavernous tissue. RNA sequencing analysis revealed that these effects of MT-100 on penile neurovascular regeneration were sushi repeat-containing protein X-linked 2 (Srpx2)-dependent and that the expression of Srpx2 in the penis of diabetic mice is significantly lower than that in the penis of normal mice. Furthermore, exogenous injection of MT-100 promoted the expression of Srpx2, nerve growth factor (NGF), BDNF, and neurotrophin-3 (NT3), and activated the PI3K‒AKT signaling pathway to restore penile erectile function. These results provide important molecular and mechanistic insights into MT-100-mediated neurovascular regeneration in DM-induced ED.

## Materials and methods

### Ethics statement and study design

The health and behavior of all of the animals were monitored every day^7^, and all of the experiments performed in this study were approved by the Institutional Animal Care and Use Committee of our university (Assurance Number: 230209-858.). Eight-week-old male C57BL/6 J mice (20–25 g, Orient Bio, Inc., Seongnam, Korea) were used in this study. The mice were fed commercial standard laboratory food and water and maintained at room temperature (23 ± 2 °C) with 40–60% humidity, specific pathogen-free conditions, and 12-h light/dark cycles. The cages, bedding, food, and water were strictly disinfected. All animals were operated on under general anesthesia with intramuscular injection of ketamine (100 mg/kg, Yuhan Corp., Seoul, Korea) and xylazine (5 mg/kg, Bayer Korea, Seoul, Korea) prior to model preparation. Type 1 DM was induced by the intraperitoneal injection of multiple low doses of streptozotocin (STZ, 50 mg/kg body weight in 0.1 M citrate buffer, pH 4.5; Sigma‒Aldrich, St. Louis, MO, USA) for 5 consecutive days. Fasting and postprandial blood glucose levels were measured 8 weeks after STZ injection via an Accu-Check blood glucose meter (Roche Diagnostics, Mannheim, Germany). The mean systolic blood pressure (MSBP) was evaluated via a noninvasive tail-cuff system (Visitch System, Apex, NC, USA). To ensure the availability of diabetic mice, we examined fasting and postprandial blood glucose concentrations, which were significantly higher in STZ-induced diabetic mice than in age-matched nondiabetic controls. The body weights of diabetic mice were significantly lower than those of age-matched nondiabetic controls. However, these parameters did not change significantly, regardless of MT-100 treatment or lentivirus infection. There were no significant differences in the mean systolic blood pressure (MSBP) between the experimental groups **(**Supplementary Tables 1 and 2).

To test the ability of human Tie2-agonistic antibody (MT-100, provided by Mabtics Co., Ltd., South Korea, Daejeon) to alleviate erectile function in diabetes-induced ED mice, the STZ-induced type 1 diabetic mice received two intracavernous injections of PBS (Gibco, Carlsbad, CA, USA), NC (10 μg in 20 μL of PBS), or MT-100 (days −3 and 0; 1 μg, 10 μg, and 20 μg in 20 μL of PBS). For lentivirus infection, scrambled control shRNA (shCon) lentivirus particles (Santa Cruz Biotechnology, Dallas, TX, USA) or mouse lentivirus containing shRNA targeting Srpx2 (shSrpx2, OriGene Technologies Inc., Rockville, USA) were intracavernously injected at different transduction units (TU; 5 × 10^3^ TU/mL, 2.5 × 10^4^ TU/mL, 5 × 10^4^ TU/mL lentivirus). The sequence of the shSrpx2 construct used was ACCAGTCCACTGACTCAGAGAGGTGCTCT. 

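The shSrpx2 sequence, ACCAGTCCACTGACTCAGAGAGGTGCTCT, has 29 bases and was compared with all transcripts of the GENCODE M21 annotation of the mouse genome (GRCm38) on both strands. It matched exactly in 2 transcripts, both of Srpx2 (ENSMUSG00000031253.15), in the sense orientation, and in no transcript of another gene. In ENSMUST00000033606.14, which has 12 exons, it lies at bases 542 to 570 in exon 3. In ENSMUST00000113304.1, which has 11 exons, it lies at bases 468 to 496 in exon 2. Both positions are the same place in the genome, chromosome X from 133910653 to 133910681 on the plus strand, within the coding sequence. It starts 6 bases after the first base of the coding sequence at 133910647. Matches with mismatches were not searched for.

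**Figure D1:**
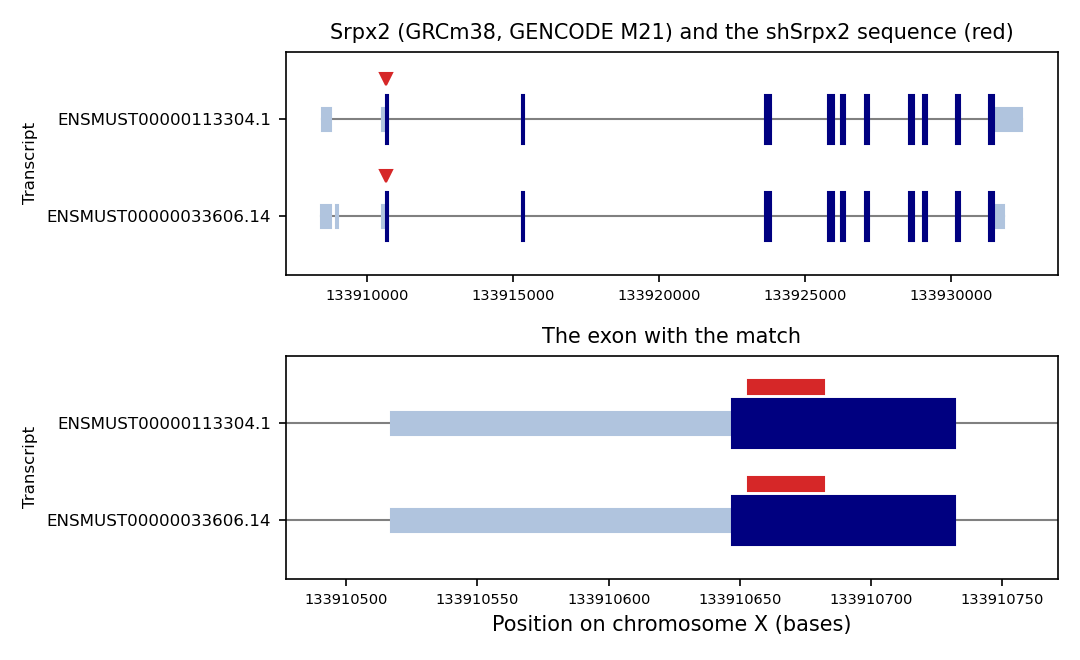
Exon structure of the 2 Srpx2 transcripts that contain the shSrpx2 sequence, by position on chromosome X in bases (GRCm38, GENCODE M21), with the exon of the match enlarged in the lower panel. Dark boxes are coding sequence, light boxes are untranslated exon sequence, and red marks the match from 133910653 to 133910681, at the start of the coding sequence.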

All knockdown experiments were performed at least 3 days after lentivirus infection. We compressed the penis with a vascular clamp at the base immediately before injection and then used a 30-gauge insulin syringe for intracavernous injection. After the injection, the clamp remained in place for 30 min to restrict blood flow out of the penis. After 2 weeks, we evaluated erectile function in the mice via electrical stimulation of the cavernous nerve. All animals were euthanized by 100% CO_2_ gas replacement at 10–30% container volume/minute, and cessation of the heartbeat and respiratory arrest were confirmed before harvesting the tissues. All experiments in this study were performed in a blinded manner, and no mice died during the experiments.

### Production of recombinant proteins

The extracellular domain of human Tie2 (hTie2-ECD) was subcloned and inserted into the pFUSE-hIgG1 expression vector (InvivoGen, San Diego, CA, USA) to generate Fc-fused hTie2 (hTie2-ECD-Fc). The Fc region was replaced with a 6× His-tag, and hTie2-ECD was subcloned to generate hTie2 tagged with 6× His (hTie2-His). The vectors constructed to produce hTie2-ECD-Fc or hTie2-His were transfected into HEK293-F cells using Lipofectamine 2000 (Thermo Fisher Scientific, Fremont, CA, USA) according to the manufacturer’s instructions. The supernatants were collected, filter sterilized via 0.22-μm filters (Millipore, Temecula, CA, USA), and purified through an NGC Quest 100 column (Bio-Rad, Hercules, CA, USA) equipped with a MabSelect^TM^ PrismA column (Cytiva, St. Louis, MO, USA) for hTie2-ECD-Fc or a HisTrap^TM^ HP column (Cytiva) for hTie2-His. The purified proteins were dialyzed against PBS (pH 7.4) and analyzed via SDS‒PAGE.

### Selection and screening of Tie2-binding antibodies

For the selection of antibodies directed toward hTie2, a naive human scFv phage display library from pooled healthy donors was constructed via the pADL-22c phagemid vector (Antibody Design Labs, San Diego, CA, USA), and phage display panning was performed as described previously with some modifications^23^. Briefly, purified hTie2-ECD-Fc was prepared at 10 μg/mL in phosphate-buffered saline (PBS, pH 7.4) and an immunotube (Thermo Fisher Scientific) coated by overnight incubation at 4 °C. Phages rescued from the library were blocked in PBS and 2% nonfat milk (MPBS) for 1 h, followed by incubation within the hTie2-coated immunotube for 1 h. The immunotubes were washed with PBS supplemented with 0.05% Tween 20 (PBST), and the bound phages were eluted with 100 mM triethylamine and propagated as described previously^23^. To screen individual scFvs, single colonies were picked from the third-round output and inoculated into 150 μL of 2xYT/ampicillin/2% glucose in a 96-well U-bottom culture plate. After incubation for 3 h, the bacteria were pelleted via centrifugation, resuspended in 150 μL of 2xYT/ampicillin supplemented with 1 mM isopropyl β-D-1-thiogalactopyranoside (IPTG), and grown overnight at 30 °C with shaking and proper aeration. The plate was subsequently centrifuged, and scFvs were extracted from the bacterial pellets using 100 μL of periplasmic extraction buffer (PEB; 30 mM Tris-HCl/20% sucrose/1 mM EDTA, pH 8.0). The extracted scFvs were subjected to screening via ELISA with an HRP-conjugated anti-HA antibody (Sigma‒Aldrich). To assess the binding activity of the screened scFvs toward the extracellular domain of mouse Tie2 (mTie2-ECD), clones that demonstrated at least 5-fold binding over background were subjected to Sanger sequencing (Bioneer Inc., Daejeon, Korea) using a pelB-Forward primer (5′-AATACCTATTGCCTACGGCTG-3′) to identify the variable heavy (VH) or variable light (VL) region sequence.

### Transient expression and purification of IgGs

The VH and VL chains of each scFv antibody were amplified by PCR and subcloned and inserted into heavy chain (HC) and light chain (LC) expression vectors, respectively, as described previously^24^. For the expression of whole IgGs, a pair of HC and LC expression vectors was cotransfected into Expi293F cells (1 × 10^8^) and cultured for 5 days. The supernatant was centrifuged at 4000 rpm for 40 min and filtered through a 0.22-μm bottle-top vacuum filter. IgGs were purified using an NGC Quest 100 equipped with a MabSelect^TM^ PrismA column (Cytiva) and prepared by dialysis against PBS (pH 7.4).

### Cell culture and treatment

Primary MCECs were prepared and maintained as described previously^25^. Briefly, penis tissue was harvested, and then the glans, urethra, and dorsal neurovascular bundle were removed and the cavernous tissue was placed into a sterilized tube containing Hank’s balanced salt solution (HBSS; Gibco). The cavernous tissues were cut into 1- to 2-mm fragments, placed in 60-mm dishes, and covered with Matrigel (Becton Dickinson, Mountain View, CA, USA). Tissues were cultured with complement M199 medium (Gibco) containing 20% fetal bovine serum (FBS, Gibco), 0.5 mg/mL heparin (Sigma‒Aldrich), 5 ng/mL recombinant human vascular endothelial growth factor (VEGF, R&D Systems Inc., Minneapolis, MN, USA), and 1% penicillin/streptomycin (Gibco) in a 5% CO_2_ atmosphere at 37 °C. After the cells reached 80–90% confluence on the bottom of the 60-mm cell culture dishes (~2 weeks of culture), the sprouting cells were subcultured into other cell culture dishes coated with 0.2% gelatin (Sigma–Aldrich). Cells from passages 2 to 4 were available for all experiments.

HUVECs (Lonza, Cohasset, MN, USA) were cultured according to ATCC guidelines and were used between passages 2 and 7 for this study. Mouse Schwann cells (MSCs; ScienCell Research Laboratories, San Diego, CA, USA) were cultured according to the manufacturer’s guidelines and were used between passages 2 and 5 for this study. A mouse neuroblastoma line (N2a, ScienCell Research Laboratories) was cultured according to guidelines and was used between passages 2 and 5 for this study.

Primary MCPs were prepared and maintained as described previously^26^. Briefly, penis tissue was cut into several pieces of approximately 1 mm, and the tissue fragments were settled by gravity into a collagen I-coated 35-mm cell culture dish (BD Biosciences). After incubation with 300 µL of DMEM supplemented with 10% FBS, 1% penicillin/streptomycin, and 10 nM human pigment epithelium-derived factor (Sigma‒Aldrich) for 5 min at 37 °C, we added an additional 900 µL of the complement DMEM and incubated the cells at 37 °C in a 5% CO2 atmosphere. The culture medium was changed every 2 days. After the cells reached confluence and spread to the bottom of the dish, only the sprouting cells were subcultured. Sprouting cells were seeded into a dish coated with 50 µL/ml collagen I (Advanced BioMatrix). Cells between passages 2 and 4 were used for experiments.

To mimic DM-induced angiopathy, the serum-starved cells were exposed to normal glucose (NG, 5 mM glucose; Sigma‒Aldrich) or high glucose (HG, 30 mM glucose) for at least 72 h at 37 °C in a humidified 5% CO_2_ atmosphere^27^.

For the cell survival assay, HUVECs were analyzed as described previously with some modifications^28^. Briefly, HUVECs were plated at a density of 2 × 10^5^ cells/well in 24-well plates. The next day, the cells were serum deprived for 2 h in serum-free medium (M199) and then treated with MT-100 IgG at various concentrations for 40 h at 37 °C in a humidified 5% CO_2_ and 1% O_2_ atmosphere. The viability of the HUVECs was measured via crystal violet staining.

Tube formation assays were performed as described previously^29^. Briefly, 50 μL of growth factor-reduced Matrigel (Becton Dickinson) was dispensed into a 96-well plate at 4 °C. After gelling for at least 10 min at 37 °C, pretreated MCECs or HUVECs (exposed to NG or HG conditions with or without NC or MT-100 treatment) were seeded onto the gel at 5 × 10^4^ cells/well in 150 µL of M199 medium containing 2% FBS. Tube formation was monitored for 8–24 h, and images were taken with a phase-contrast microscope (CKX41, Olympus, Tokyo, Japan). The number of master junctions was counted in four separate experiments in a blinded manner using ImageJ software (National Institutes of Health [NIH] 1.34, http://rsbweb.nih.gov/ij/).

For the cell migration assay, the SPL ScarTMBlock system (SPL Life Sciences, Pocheon-si, Gyeonggi-do, Korea) was placed in 60 mm culture dishes. Pretreated MCECs or HUVECs (exposed to NG or HG conditions with or without NC or MT-100 treatment) were seeded into the block system at >90% confluence as described previously^30^. After 5 h, the blocks were removed, and the cells were further incubated in culture medium supplemented with 2% FBS and thymidine (2 mM, Sigma‒Aldrich) for 24 h. Images were taken with a phase-contrast microscope (Olympus), and the migrated cells were analyzed by measuring the ratio of cells that moved into the frame line for four separate block systems in a blinded manner using ImageJ software.

Cell apoptosis was assessed in mouse cavernous tissue, HUVECs, and MCECs via a terminal deoxynucleotidyl transferase-mediated dUTP nick-end labeling (TUNEL) assay kit (Chemicon, Temecula, CA, USA) according to the manufacturer’s instructions. Apoptotic cell digital images were observed at a screen magnification of 200× via a confocal fluorescence microscope (Nanoscope Systems, Inc.). The number of apoptotic cells from four separate experiments was determined in a blinded manner using ImageJ software.

To examine the effect of MT-100 on cavernous vascular permeability, HUVECs were cultured and exposed to NC (10 μg in 20 μL of PBS) or MT-100 (10 μg in 20 μL of PBS) under NG or HG conditions for at least 3 days. HUVECs were seeded at a density of 1 × 10^5^ cells/well on the bottom side of the Transwell insert (1.0 µm pore size; Becton Dickinson), which was placed in the 12-well plate overnight. The permeability was assayed by measuring the leakage of Evans blue (Sigma‒Aldrich) bound to bovine serum albumin (BSA, Bovogen Biologicals, VIC, Australia) as described previously^31^. The permeability was measured at selected time points.

For Tie2 knockdown, primary cultured MCECs and MSCs were transfected with siRNA against Tie2 (Thermo Fisher, San Jose, CA, USA) via Lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. Scrambled siRNA was used as a negative control. One day after transfection, the indicated groups were treated for another two days, after which the cells were harvested for Western blot analysis or other experiments.

For mouse Schwann cell neurite sprouting analysis, the MSCs were cultured in 60 mm cell culture dishes. One day after being transfected with scramble siRNA or Tie2 siRNA, the MSCs were treated with negative control IgG1 (NC), nerve growth factor-7S (NGF-7S, 10 ng/mL, R&D Systems Inc.), Ang1 (200 ng/mL, R&D Systems Inc.), or MT-100 (10 μg/mL) under normal glucose (NG, 5 mM) or high glucose (HG, 30 mM) conditions for another 3 days. At least three fields of isolated MSCs with clear boundaries were photographed using a phase-contrast microscope (CKX41, Olympus, Tokyo, Japan). The sprouting length of the MSCs was measured in a blinded manner via ImageJ software (National Institutes of Health [NIH] 1.34, http://rsbweb.nih.gov/ij/).

### Phospho-RTK array

A Proteome Profiler human phospho-receptor tyrosine kinase (RTK) array (R&D Systems) was used according to the manufacturer’s instructions. After HUVECs were treated with MT-100 IgG (5 µg/mL) for 30 min and lysed, the lysate containing 600 μg of protein lysate was incubated overnight with an antibody array containing 48 anti-RTK antibodies, 8 anti-phosphotyrosine positive control antibodies, and 5 negative control antibodies. The bound phospho-RTKs were detected with the anti-phospho-tyrosine antibody HRP. Blots were normalized to the eight antiphosphotyrosine antibody control spots per filter.

### Flow cytometry

Each full-length Tie2 cDNA from human, monkey, mouse, rat, dog, and pig was subcloned and inserted into the pcDNA3.4 vector. HEK-293T cells were transiently transfected with mock or Tie2-expressing vectors and further incubated for 24 h. The cells were collected using Accutase (Millipore), washed once with assay buffer (PBS containing 2% FBS), and resuspended in 100 µL of assay buffer for analysis. MT-100 IgG was incubated with the transfected cells for 30 min at 4 °C, and the cells were washed and labeled with an anti-human Fc antibody labeled with FITC (Thermo Fisher Scientific) for 30 min at 4 °C in the dark. After incubation, the cells were washed twice, resuspended in 400 µL of assay buffer, and analyzed using a NovoCyte 2000R combo (Agilent Technologies, Santa Clara, CA, USA). The data were analyzed and visualized using ACEA NovoExpress software (Agilent Technologies).

### Biolayer interferometry analysis

For affinity measurement of the antibodies, biolayer interferometry (BLI) assays were performed using a ForteBio Octet K2 system (ForteBio, Fremont, CA, USA) as described previously^32^. Briefly, recombinant human or mouse Tie2-Fc was immobilized on an amine-reactive second generation (AR2G) biosensor, and the ligand-loaded biosensor was allowed to bind to MT-100 IgG at various concentrations in PBS. The association and dissociation were monitored for 600 s each. The data were analyzed using ForteBio Data Analysis HT 12.0 software (ForteBio) to obtain the K_on_, K_off_, and K_D_ values.

### Immunoprecipitation

HUVECs and 3T3-J2 cells were incubated with or without various concentrations of MT-100 IgG or recombinant human angiopoietin-1 (Ang-1; R&D Systems) and then lysed with 600 µL of lysis buffer (50 mM Tris/HCl, pH 8.0; 1 mM ethylene diamine tetraacetic acid; 150 mM NaCl; 1 mM Na_3_VO_4_; 1 mM phenylmethylsulfonyl fluoride; and 1% NP-40). The cell lysates were centrifuged at 15,000 × *g* for 10 min, and the supernatants were subjected to immunoprecipitation at 4 °C overnight with an anti-Tie2 antibody (Becton Dickinson). After incubation, the antibody-Tie2 complex was collected via protein A Sepharose beads (Sigma‒Aldrich) at 4 °C for 4 h. The immunoprecipitates were then washed three times with lysis buffer, resuspended in SDS‒PAGE sample buffer containing β-mercaptoethanol, and further analyzed by Western blotting.

### Ex vivo study of the aortic ring assay and major pelvic ganglion (MPG) neurite sprouting assay

Aortic ring assays were performed as described previously^33^. Aortas harvested from 8-week-old C57BL/6 mice were cut into approximately 1-mm-thick rings, positioned in an SPLInsert™ standing confocal 6-well plate (SPL Life Sciences), and kept in place with an overlay of 10 µL of Matrigel. Aortic rings were cultured in complement M199 medium for 7 days under NG or HG conditions with or without NC and MT-100 treatment in a 5% CO_2_ atmosphere at 37 °C. The medium was changed every 2 days. Aortic segments and sprouting microvessels were then assessed via a phase-contrast microscope (Olympus). The results are expressed as areas of sprouting microvessels, which were measured from four separate experiments in a blinded manner using ImageJ software.

The mouse MPG tissues were prepared and maintained as described previously^34^. MPG tissues were harvested from 8-week-old C57BL/6 mice, cut into ~ 1-mm-thick rings, positioned in an SPLInsert™ standing confocal 6-well plate (SPL Life Sciences), and kept in place with an overlay of 10 µL of Matrigel for 5–10 min at 37 °C in a humidified 5% CO_2_ atmosphere. Next, 300 μL of complete neurobasal medium (Gibco) supplemented with 2% serum-free B-27 (Gibco), 0.5 nM GlutaMAX™-I (Gibco), and 1% penicillin/streptomycin (Gibco) was added. MPG tissues were treated with PBS (20 μL), NC (10 μg in 20 μL of PBS), or MT-100 (10 μg in 20 μL of PBS) under NG or HG conditions for 5 days in a 5% CO_2_ atmosphere at 37 °C. The medium was changed every 2 days. Neurite outgrowth segments were fixed in 4% paraformaldehyde for at least 30 min and immunostained with antibodies against neurofilaments (anti-NF, 1:50, Sigma‒Aldrich).

### Measurement of erectile function

Mouse erectile function was evaluated via the Biopac Student Lab System (Biopac Systems Inc., Goleta, CA, USA) as described previously^7^. The parameters were as follows: voltage, 5 V; frequency, 12 Hz; pulse width, 1 ms; and duration, 1 min. Mice were anesthetized with xylazine (5 mg/kg) and ketamine (100 mg/kg). The cavernous nerve was dissected and exposed, and then a bipolar platinum wire electrode was placed around the cavernous nerve and stimulated at the set value. Each electronic stimulus was repeated twice at approximately 10 min intervals. The maximum intracavernous pressure (ICP) and total ICP (area under the curve) were recorded. Systemic blood pressure variations were adjusted by the ratio of the maximal ICP or total ICP to the MSBP.

### Tracing FITC-labeled MT-100 in corpus cavernous tissues

The MT-100 and FITC conjugation mixture was prepared in advance according to the instructions of the FITC Conjugation Kit (Fast) - Lightning-Link® (Abcam, Cambridge, MA, USA). The tissues were harvested 0, 1, 6, and 12 h after intracavernous injection of the antibody mixture into normal mice and fixed in 4% paraformaldehyde overnight in the dark. Frozen 12-µm-thick sections were prepared. The slides were mounted in a solution containing 4,6-diamidino-2-phenylindole (DAPI, Vector Laboratories) for nuclear staining. Digital images were obtained via a confocal fluorescence microscope (Nanoscope Systems, Inc.).

### RNA sequencing assay and data analysis

RNA sequencing was performed as a custom service by E-Biogen, Inc. (Ebiogen, Inc., Seoul, Republic of Korea), as described previously^35^. The cavernosum tissues from control nondiabetic mice and mice with STZ-induced diabetes received two intracavernous injections of NC (10 μg in 20 μL of PBS) or MT-100 (days −3 and 0; 10 μg in 20 μL of PBS). Briefly, total RNA was isolated via TRIzol reagent (Invitrogen, Carlsbad, CA, USA). The RNA quality was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies), and the RNA was quantified using an ND-2000 Spectrophotometer (Thermo, Inc., Wilmington, DE, USA).

Libraries were prepared from total RNA using a SMARTer Stranded RNA-Seq Kit (Clontech Laboratories, Inc., Mountain View, CA, USA). mRNA was isolated using a Poly (A) RNA Selection Kit (Lexogen, Inc., Vienna, Austria), indexed with Illumina indices 1-12, and enriched via PCR. Libraries were assessed for mean fragment size using an Agilent 2100 Bioanalyzer (DNA High Sensitivity Kit) and quantified using a StepOne Real-Time PCR System (Life Technologies, Inc., Carlsbad, CA, USA). High-throughput sequencing was performed as paired-end 100 sequencing with a HiSeq 2500 system (Illumina, Inc., San Diego, CA, USA). FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) was used for quality control of the raw sequencing data. Adapters and low-quality reads (<Q20) were removed using FASTX_Trimmer (http://hannonlab.cshl.edu/fastx_toolkit/) and BBMap (https://sourceforge.net/projects/bbmap/), and trimmed reads were mapped to the reference with TopHat^36^. Gene expression levels were estimated on the basis of the read count (RC) and fragments per kilobase per million reads (FPKM), which were determined using BEDTools^37^ and Cufflinks^38^ and then normalized with EdgeR within R (https://www.r-project.org) quantile normalization. Data mining and graphic visualization were achieved with ExDEGA (E-Biogen, Inc., Seoul, Republic of Korea). The RNA sequencing data were stored in the Gene Expression Omnibus database (www.ncbi.nlm.nih.gov/geo accession no. GSE253248).

### Histological examination

For fluorescence examinations, mouse penile tissues were harvested and fixed in 4% paraformaldehyde overnight at 4 °C, and cell samples were fixed in 4% paraformaldehyde for 15 min at room temperature. The samples were blocked with 1% BSA (Sigma‒Aldrich) for 1 h at room temperature and incubated with primary antibodies against VE-cadherin (1:50, Santa Cruz Biotechnology), CD31 (1:50, Millipore), NG2 (1:50, Millipore), NF (1:50, Sigma‒Aldrich), neuronal nitric oxide synthase (nNOS, 1:50, Santa Cruz Biotechnology), phosphohistone H3 (PH3, 1:50, Millipore), claudin-5 (1:100, Invitrogen), occludin (1:100, Novus Biologicals, Centennial, Colorado, USA), nitrotyrosine (1:50, Millipore), or p-eNOS Ser^1177^ (1:500, Cell Signaling, Beverly, MA, USA) at 4 °C overnight as described previously^33^. After several washes with PBS (Gibco), the samples were incubated with fluorescein (FITC)-conjugated goat anti-Armenian hamster IgG (1:200, Jackson ImmunoResearch Laboratories, West Grove, PA, USA), donkey anti-rabbit Dylight 550 (1:200, Abcam), rhodamine (TRITC)-conjugated AffiniPure rabbit anti-mouse IgG (1:200, Jackson ImmunoResearch Laboratories), or donkey anti-mouse Alexa Fluor 488 (1:200, Jackson ImmunoResearch Laboratories) secondary antibodies for 2 h at room temperature. After several washes with PBS (Gibco), the samples were mounted in a solution containing DAPI (Vector Laboratories) for nuclear staining. The signals were visualized using a confocal microscope (Nanoscope Systems, Inc.). The samples were quantified in four separate experiments in a blinded manner using ImageJ software (National Institutes of Health [NIH] 1.34, http://rsbweb.nih.gov/ij/).

### In situ detection of superoxide anion

For superoxide anion detection, we used hydroethidine (Molecular Probes, Eugene, OR, USA), an oxidative fluorescent dye, to detect intracellular superoxide anions in situ as described previously^39^. Briefly, after the samples were stained with nitrotyrosine (a peroxynitrite marker, 1:50; Millipore), they were incubated with primary antibody and the corresponding secondary antibody. Before mounting, the samples were incubated with hydroethidine (1:10,000; Molecular Probes) for 30 min at room temperature in the dark. Finally, the tissue sections were mounted in a solution containing DAPI (Vector Laboratories) for nuclear staining. The fluorescent signals were visualized using a confocal microscope (Nanoscope Systems, Inc.). The expression of ethidium bromide was determined in four separate experiments in a blinded manner using ImageJ software (National Institutes of Health [NIH] 1.34, http://rsbweb.nih.gov/ij/).

### Western blot

For the immunoblot analyses, equal amounts of protein (50 µg/lane) were electrophoresed on sodium dodecyl sulfate‒polyacrylamide gels (4% to 20%) and transferred to polyvinylidene fluoride membranes. After blocking with 5% nonfat dry milk at room temperature for 1 h, the membranes were probed with the following primary antibodies: anti-p-Tie2 (1:500, R&D), anti-Tie2 (1:500, R&D), anti-p-eNOS Ser^1177^ (1:1000, Cell Signaling), anti-eNOS (1:1000, BD, Mountain View, CA, USA), anti-p-PI3KT^yr199^ (1:1000, Cell Signaling), anti-p-AKT^Ser473^ (1:1000, Cell Signaling), anti-AKT (1:1000, Cell Signaling), anti-p-ERK^Thr202/Tyr204^ (1:1000, Cell Signaling), anti-ERK (1:1000, Cell Signaling), anti-ADAM8 (1:1000, Invitrogen), anti-Hmox1 (1:500, Cell Signaling), anti-Srpx2 (1:1000, Abcam), anti-neurotrophin-3 (NT-3, 1:500; Santa Cruz Biotechnology), anti-brain-derived neurotrophic factor (BDNF, 1:500; Santa Cruz Biotechnology), anti-nerve growth factor (NGF, 1:500, Santa Cruz Biotechnology), and anti-β-actin (1:2000, Santa Cruz Biotechnology). The signals were visualized via an enhanced chemiluminescence (ECL) (Amersham Pharmacia Biotech, Piscataway, NJ, USA) detection system. The results were quantified by densitometry from four separate experiments and counted in a blinded manner using ImageJ software (National Institutes of Health [NIH] 1.34, http://rsbweb.nih.gov/ij/).

### Statistical analysis

The mean and SEM were obtained from at least four independent experiments. Unpaired *t* tests were used to compare two groups, and one-way ANOVA followed by Tukey’s post hoc test was used to compare more than two groups. The analysis was conducted via GraphPad Prism version 8 (GraphPad Software Inc., San Diego, CA, USA). *P* < 0.05 indicated statistical significance.

## Results

### Generation of a cross-species Tie2-agonistic antibody that inhibits vascular permeability and enhances endothelial cell survival

To identify novel cross-species Tie2-binding antibodies, we generated a recombinant extracellular domain of hTie2 fused with mouse Fc (hTie2-ECD-Fc) and performed phage display panning using a naive human single chain variable fragment (scFv) phage display library. Twenty-two hTie2-binding scFvs were screened from the selection outputs via ELISA, and six clones showed high binding activity toward the extracellular domain of mouse Tie2 (mTie2-ECD) (Fig. 1a). The Tie2-agonistic activity of the antibodies was assessed on the basis of phospho-RTK arrays using antibodies reformatted as an IgG. We found that an antibody named MT-100 could specifically induce the phosphorylation of human Tie2, with no phosphorylation activity toward other RTKs in the array (Fig. 1b). We evaluated the kinetics of the binding of MT-100 to hTie2-ECD via biolayer interferometry. Measurement of the interaction (K_on_) and dissociation (K_off_) revealed a value of 2.5 nM KD for MT-100 toward hTie2 (Fig. 1c). To assess the cross-species binding of MT-100, flow cytometry was performed using HEK-293 cells transiently expressing various species of Tie2. As shown in Fig. 1d, MT-100 exhibited a broad range of high binding activity to monkey, mouse, rat, and dog Tie2, as did hTie2, although it exhibited less binding to pig Tie2.

**Fig. 1:**
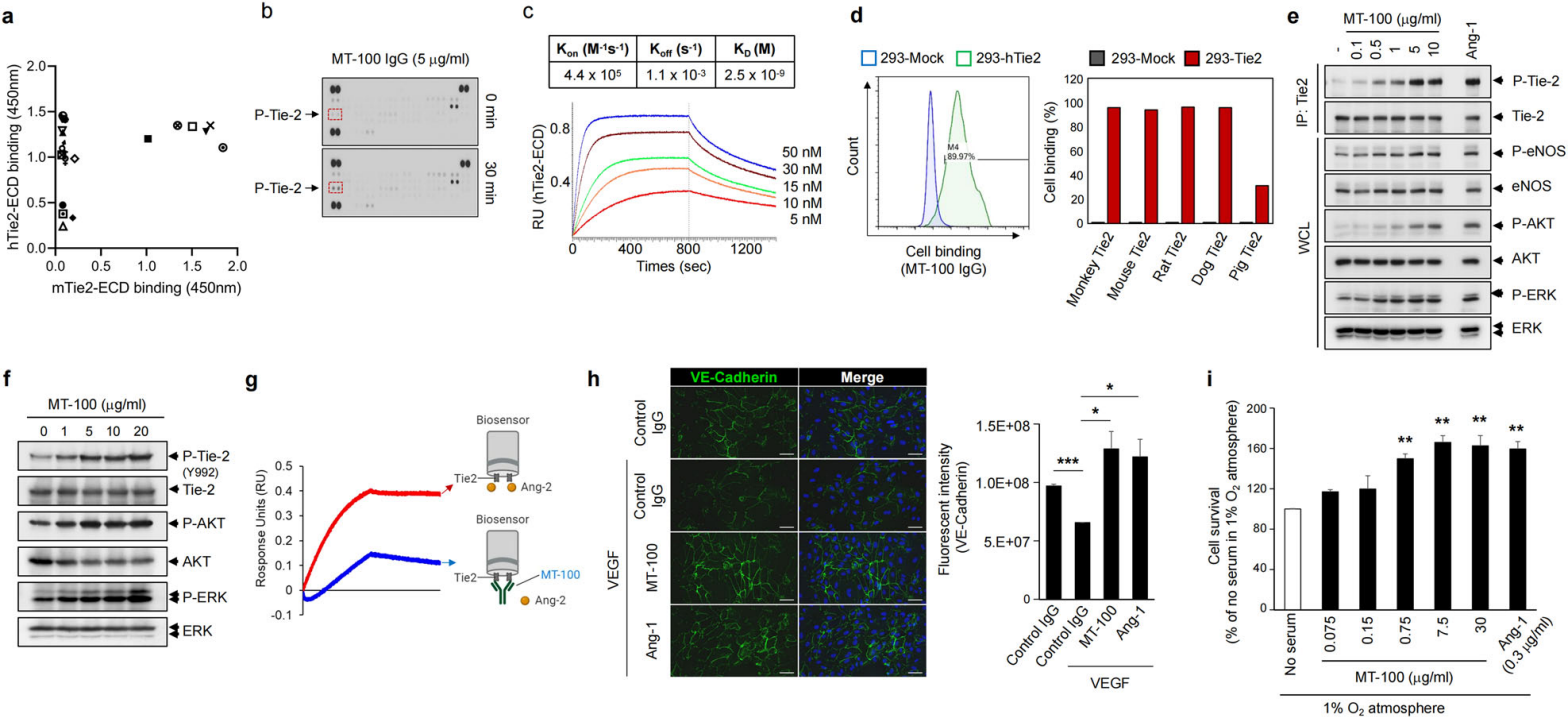
Generation and characterization of a cross-species Tie2-agonistic antibody. **a** Screening of Tie2-binding scFv antibodies. Three rounds of phage display panning were performed with hTie2-ECD-Fc, and individual scFvs were screened from the third-round output. The cross-species binding activity of the screened scFvs was evaluated using hTie2-ECD-Fc or mTie2-ECD-Fc via ELISA. **b** Phospho-RTK arrays in HUVECs. MT-100 was produced as an IgG and incubated with HUVECs. Cell lysates obtained before or after MT-100 treatment were used for RTK arrays. **c** Affinity measurement via BLI. Recombinant hTie2-ECD was immobilized on a biosensor tip, and the indicated concentrations of MT-100 were allowed to bind to the tip. The K_D_ (K_off_/K_on_) value was calculated via global fitting analysis. **d** Assessment of cross-species binding of MT-100. The full-length Tie2 of each species was transiently expressed in HEK-293T cells, and the binding of MT-100 was analyzed by flow cytometry. **e** Evaluation of Tie2 and cascade signaling activation in HUVECs. The indicated concentrations of MT-100 were incubated with HUVECs, and phosphorylated Tie2 was detected in the lysates of the cells via immunoprecipitation with an anti-Tie2 antibody. Phosphorylated eNOS, AKT, and ERK were detected in whole-cell lysates (WCLs). **f** Evaluation of Tie2 and cascade signaling activation in a mouse cell line. 3T3-J2 cells were treated with various concentrations of MT-100, and phosphorylated Tie2, AKT, and ERK were detected in WCLs. **g** Evaluation of the ability of MT-100 to block the Ang-2 and Tie2 interaction. Recombinant hTie2-ECD was immobilized on a biosensor, and buffer (red) or MT-100 (blue) was incubated with the biosensor. Ang-2 was further allowed to bind to each biosensor, and the binding kinetics were analyzed via biolayer interferometry. Illustrations were created with BioRender.com. **h** Assessment of endothelial cell integrity. HUVECs cultured under confluent conditions were incubated with the indicated treatments. Tight junction integrity was validated by VE-cadherin staining. Nuclei were stained with DAPI (blue). Scale bars, 100 µm. **i** Effect of MT-100 on endothelial cell survival. The indicated concentrations of MT-100 were incubated with HUVECs under hypoxic and serum-free conditions. Ang-1 was used as a positive control. Cell survival was analyzed via trypan blue staining. The data are presented as mean ± SEM (*n* = 3). The relative ratio in the control was set to 100. **P < 0.01. DAPI, 4,6-diamidino-2-phenylindole; HUVECs, human umbilical vein endothelial cells.

As Ang1/Tie2 signaling triggers the activation of ERK, AKT, and eNOS, we investigated Tie2 and the cascade signaling activation by MT-100. MT-100 treatment clearly induced the phosphorylation of not only Tie2 but also ERK, AKT, and eNOS in a dose-dependent manner, indicating that MT-100 acts in the same manner as Ang1 does (Fig. 1e). These characteristics were similar to those of mouse 3T3-J2 cells expressing mouse Tie2 (Fig. 1f).

Next, we performed biolayer interferometry to evaluate whether MT-100 interferes with the interaction between Tie2 and the antagonistic ligand angiopoietin-2 (Ang-2). Ang-2 alone or MT-100 plus Ang-2 was allowed to bind to hTie2 immobilized on a biosensor, and we found that MT-100 prebound to hTie2 could block the access of Ang-2 to hTie2 (Fig. 1g). In addition, tight junction maintenance by Tie2 activation was validated by immunocytochemical staining of VE-cadherin. In HUVECs subjected to hyperpermeable conditions induced by VEGF or Ang-1 (positive control), MT-100 treatment restored the expression of VE-cadherin, indicating that MT-100 can ensure the integrity of endothelial junctions (Fig. 1h). Furthermore, because MT-100 activates the AKT and eNOS signaling pathways, the survival of HUVECs was increased by incubation with MT-100 even under hypoxic and serum-free conditions (Fig. 1i). These results indicate that, as a Tie2 agonist, MT-100 can potently activate Tie2 and cascade signaling pathways to maintain endothelial permeability and increase cell survival.

### MT-100 induces angiogenesis and migration under high-glucose conditions in human and mouse endothelial cells

To determine whether the angiogenic effects of the human MT-100 antibody can act on both human and mouse cells, we treated HUVECs and MCECs with different doses of MT-100 under high-glucose (HG) conditions. Under HG conditions, the tube formation of HUVECs and MCECs was significantly reduced, whereas the angiogenic activity of HUVECs and MCECs was significantly increased after MT-100 treatment, especially at 10 μg/mL (Fig. 2a, b and Supplementary Fig. 1a, d). Furthermore, under HG conditions, MT-100 (10 μg/mL) promoted the migration of HUVECs and MCECs (Fig. 2c, d and Supplementary Fig. 1b, e). Consistent with the in vitro tube formation assay results, microvessel sprouting from aortic rings was severely reduced under HG conditions treated with PBS or negative control IgG1 (NC), and MT-100 treatment inhibited this reduction under HG conditions (Supplementary Fig. 1c, f). These findings provide evidence for the utility of MT-100 in the treatment of diabetic ED.

**Fig. 2:**
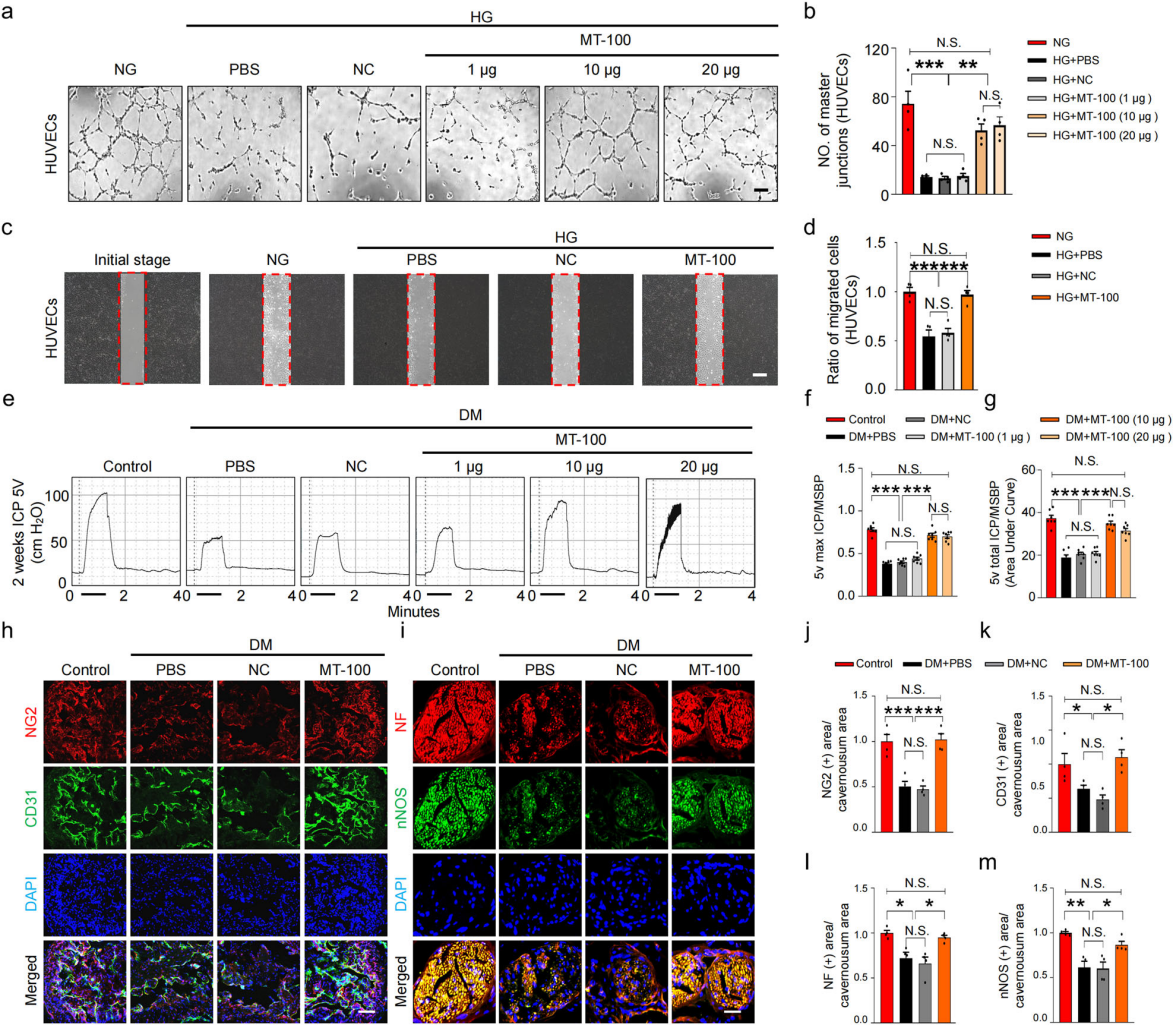
MT-100 induces neurovascular regeneration and improves erectile function under diabetic conditions. **a** Tube formation assay. HUVECs were treated with phosphate-buffered saline (PBS), negative control IgG1 (NC, 10 μg/mL), or MT-100 (1 μg, 10 μg, or 20 μg/mL) under normal glucose (NG) or high glucose (HG) conditions for 3 days. Scale bars, 100 µm. **b** Quantification of the number of master junctions per field (*n* = 4). **c** Migration of HUVECs 24 h after treatment with PBS, NC (10 μg/mL), or MT-100 (10 μg/mL) under NG or HG conditions for 3 days. Scale bars, 100 µm. **d** The ratio of migrated HUVECs in the frame line was quantified (*n* = 4). **e** Representative intracavernous pressure (ICP) responses of age-matched control and STZ-induced diabetic (DM) mice stimulated at 2 weeks after repeated intracavernous injection (days −3 and 0) of PBS (20 μL), NC (10 μg in 20 μL of PBS), or MT-100 (1 μg, 10 μg, or 20 μg in 20 μL of PBS) on days 0 and 3. The cavernous nerve was stimulated at 5 V. The stimulus interval is indicated by a solid bar. **f**, **g** Ratios of the mean maximal ICP (**f**) and total ICP (**g**, area under the curve) to mean systolic blood pressure were calculated for each group (*n* = 7). **h**, **i** Representative images of immunofluorescence staining of corpus cavernosum (**h**) and dorsal nerve bundle (**i**) tissues from age-matched control and DM mice 2 weeks after repeated intracavernous injection (days −3 and 0) of PBS (20 μL), NC (10 μg in 20 μL of PBS), or MT-100 (10 μg in 20 μL of PBS) for NG2 (red), CD31 (green), NF (red), or nNOS (green) after ICP studies. Nuclei were stained with DAPI (blue). Scale bars, 100 µm (**h**) and 25 µm (**i**). **j**‒**m** Quantitative analysis of corpus cavernosum pericyte (NG2), endothelial cell (CD31), and dorsal nerve bundle neuronal cell (NF and nNOS) content using ImageJ software. The data are presented as mean ± SEM (*n* = 4). The relative ratio in the control or NG groups was arbitrarily set to 1. *P < 0.05; **P < 0.01; ***P < 0.001. DAPI 4,6-diamidino-2-phenylindole, HUVECs human umbilical vein endothelial cells, N.S. not significant.

### Metabolic variables

Fasting and postprandial blood glucose concentrations were significantly greater in STZ-induced diabetic mice than in age-matched nondiabetic controls. The body weights of the diabetic mice were significantly lower than those of age-matched nondiabetic controls. However, these parameters did not change significantly, regardless of MT-100 treatment or lentivirus infection. There were no significant differences in the mean systolic blood pressure (MSBP) between the experimental groups (Supplementary Tables 1 and 2).

### MT-100 improves erectile function through neurovascular regeneration in STZ-induced diabetic mice

To determine the effect of MT-100 on the recovery of erectile function, we observed the distribution of exogenously injected MT-100 in the penis by intracavernously injecting the MT-100-FITC conjugation mixture and harvesting tissues at 0, 1, 6, and 12 h. We found that MT-100 mostly accumulated in the cavernous tissue and dorsal nerve bundle at 1 h and was almost completely absorbed at 12 h (Supplementary Fig. 2). Next, we evaluated erectile function during in vivo electrical stimulation of the cavernous nerve (5 V, 12 Hz, and 1 m/s) 2 weeks after intracavernous injection of PBS NC (10 μg in 20 μL of PBS) or MT-100 (days −3 and 0; 1 μg, 10 μg, and 20 μg in 20 μL of PBS) in age-matched control and diabetic mice (Fig. 2e–g). The ratios of the maximum ICP (Fig. 2f) and total ICP (Fig. 2g) to the mean systolic blood pressure (MSBP) were significantly lower in the diabetic group injected with PBS or NC than in the age-matched control group. These erectile parameters were significantly improved in the 10 µg and 20 µg MT-100 injection groups, reaching 90% of the control values in both groups. No significant recovery of erectile function was found in the 1 µg MT-100 injection group. Furthermore, we were unable to obtain functional results in the high-dose (50 μg) MT-100 injection group because of severe inflammation of the corpus cavernosum tissue, whereas the 20 µg MT-100 injection group also exhibited a certain inflammatory response. Therefore, we selected 10 µg of MT-100 as the optimal concentration for in vivo experiments.

Immunofluorescence staining of NG2 (pericyte marker), CD31 (endothelial cell marker), neurofilament-2000 (nerve fiber marker), and nNOS (nerve fiber marker) in cavernosum tissue revealed that MT-100 injection (10 μg) significantly restored pericyte, endothelial cell, and neuronal cell contents in diabetic mice (Fig. 2h–m). We further evaluated the effect of MT-100 on neurite growth in isolated major pelvic ganglion (MPG) explants exposed to HG conditions. Immunofluorescence staining of MPG tissue for NFs revealed that neurite sprouting was significantly reduced under HG conditions, whereas MT-100 treatment significantly induced neurite outgrowth under these conditions (Supplementary Fig. 3). In addition, we found that MT-100 induced the expression of the Tie2 receptor in the cavernosum and dorsal nerve bundles (Supplementary Fig. 4), which may further support the promotion of the Tie2 signaling pathway. To further determine whether MT-100 truly requires Tie2 receptors to promote vascular nerve regeneration, we transfected Tie2 siRNA into MCECs and MSCs to knockdown the expression of Tie2 receptors and then treated them with MT-100. We found that under Tie2 receptor knockdown conditions, the tube formation of MCECs and the nerve neurite sprouting of MSCs were significantly reduced (Supplementary Fig. 5). Taken together, these data indicate that MT-100 enhances neurovascular regeneration in a Tie2 receptor-dependent manner under high-glucose conditions and can restore erectile function by promoting vascularity and nerve regeneration in the penises of diabetic mice.

### MT-100 promotes cell survival by increasing proliferation and reducing apoptosis under diabetic conditions

The reduction in vascular and neuronal cells in DM is related to reduced proliferation and increased apoptosis^40^. To explore how MT-100 restores vascular and neuronal cell contents in diabetic mice, we examined cavernous endothelial cell proliferation (PH3, Fig. 3a, c) and apoptosis (TUNEL assay, Fig. 3b, d) in cavernous tissues, MCECs (Supplementary Fig. 6), and neuronal cells (MSCs and N2a, Supplementary Fig. 7) treated with MT-100 under diabetic or HG conditions. We found severely reduced proliferation and increased apoptosis under diabetic conditions both in vivo and in vitro. However, these effects were restored to normal levels after MT-100 treatment (Fig. 3, Supplementary Figs 6 and 7). The same effect was demonstrated in HUVECs exposed to HG (Fig. 3e–h). Collectively, these data suggest that MT-100 can restore vascular and neuronal cell contents by increasing proliferation and reducing apoptosis under diabetic conditions.

**Fig. 3:**
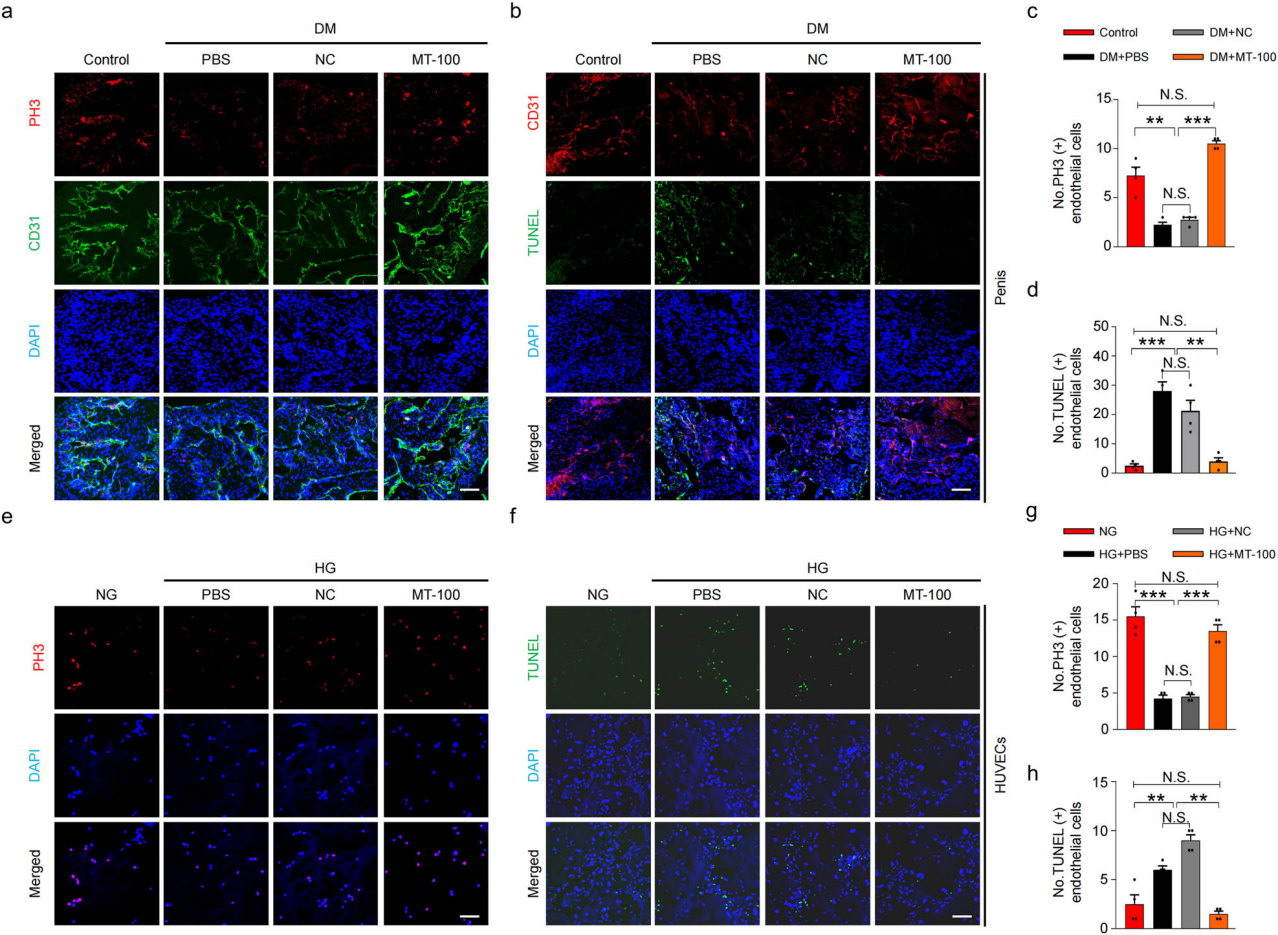
MT-100 increases proliferation and decreases apoptosis of corpus cavernosum endothelial cells under diabetic conditions. **a** Representative images of immunofluorescently stained corpus cavernosum tissues from age-matched control and STZ-induced diabetic (DM) mice 2 weeks after repeated intracavernous injection (days −3 and 0) of phosphate-buffered saline (PBS, 20 μL), negative control IgG1 (NC, 10 μg in 20 μL of PBS), and MT-100 (10 μg in 20 μL of PBS) for phospho-histone H3 (PH3; red) and CD31 (green) after ICP studies. **b** TUNEL assay (green) and CD31 (red) immunofluorescence staining under the same conditions described above. Nuclei were stained with DAPI (blue). Scale bars, 100 µm. **c**, **d** Number of PH3-positive (**c**) and TUNEL-positive (**d**) endothelial cells quantified by ImageJ software. The results are presented as mean ± SEM (*n* = 4). **e–h** In vitro studies of the proliferation assay (PH3) (**e**) and TUNEL assay (**f**) in HUVECs treated with PBS, NC (10 μg/mL), or MT-100 (10 μg/mL) under normal glucose (NG) or high glucose (HG) conditions for 3 days. Nuclei were stained with DAPI (blue). Scale bars, 25 µm. **g**, **h** Number of PH3-positive (**g**) and TUNEL-positive (**h**) HUVECs quantified via ImageJ software. The results are presented as mean ± SEM (*n* = 4). **P < 0.01; ***P < 0.001. DAPI 4,6-diamidino-2-phenylindole, TUNEL terminal deoxynucleotidyl transferase-mediated deoxyuridine triphosphate nick end labeling, HUVECs human umbilical vein endothelial cells, N.S. not significant.

### MT-100 reduces permeability by increasing endothelial cell-to-cell junction protein levels and reducing reactive oxygen species production

Endothelial junctions provide integrity to blood and lymph vessels and are essential for the formation of a vascular system^41^. DM reduces vascular integrity and increases extravasation, inducing vascular inflammatory responses and endothelial cell apoptosis in diabetic mice^42^. Therefore, to evaluate whether MT-100 also has a regulatory effect on the vascular permeability of corpus cavernosum tissue, we performed immunofluorescence staining for claudin-5 and occludin in diabetic mice. The expression of claudin-5 and occludin in the PBS- and NC-treated diabetic mice was lower than that in the nondiabetic controls, but MT-100 treatment significantly restored the levels of these endothelial cell-to-cell junction proteins in the cavernosum tissues of the diabetic mice (Fig. 4a–c). The permeability of HUVECs was then determined by measuring the leakage of Evans blue bound to bovine serum albumin under HG conditions. Leakage of Evans blue was significantly greater in HUVECs treated with NC under HG conditions. However, after treatment with MT-100, the leakage returned to normal levels (Fig. 4d). In addition, reactive oxygen species (ROS) production is associated with disturbances in the endothelial barrier and microvascular alterations under different pathological conditions^43^. Therefore, we also investigated the effect of MT-100 on ROS production. We used immunofluorescence staining of hydroethidine and nitrotyrosine to measure the levels of superoxide anion and peroxynitrite in the cavernous tissues of diabetic mice. The expression of hydroethidine and nitrotyrosine was significantly increased in the cavernosum tissues of diabetic mice but significantly decreased after treatment with MT-100 (Fig. 5). These results suggest that MT-100 can induce cavernous vessel integrity by increasing endothelial cell-to-cell junction protein levels and reducing cavernous ROS production in diabetic mice.

**Fig. 4:**
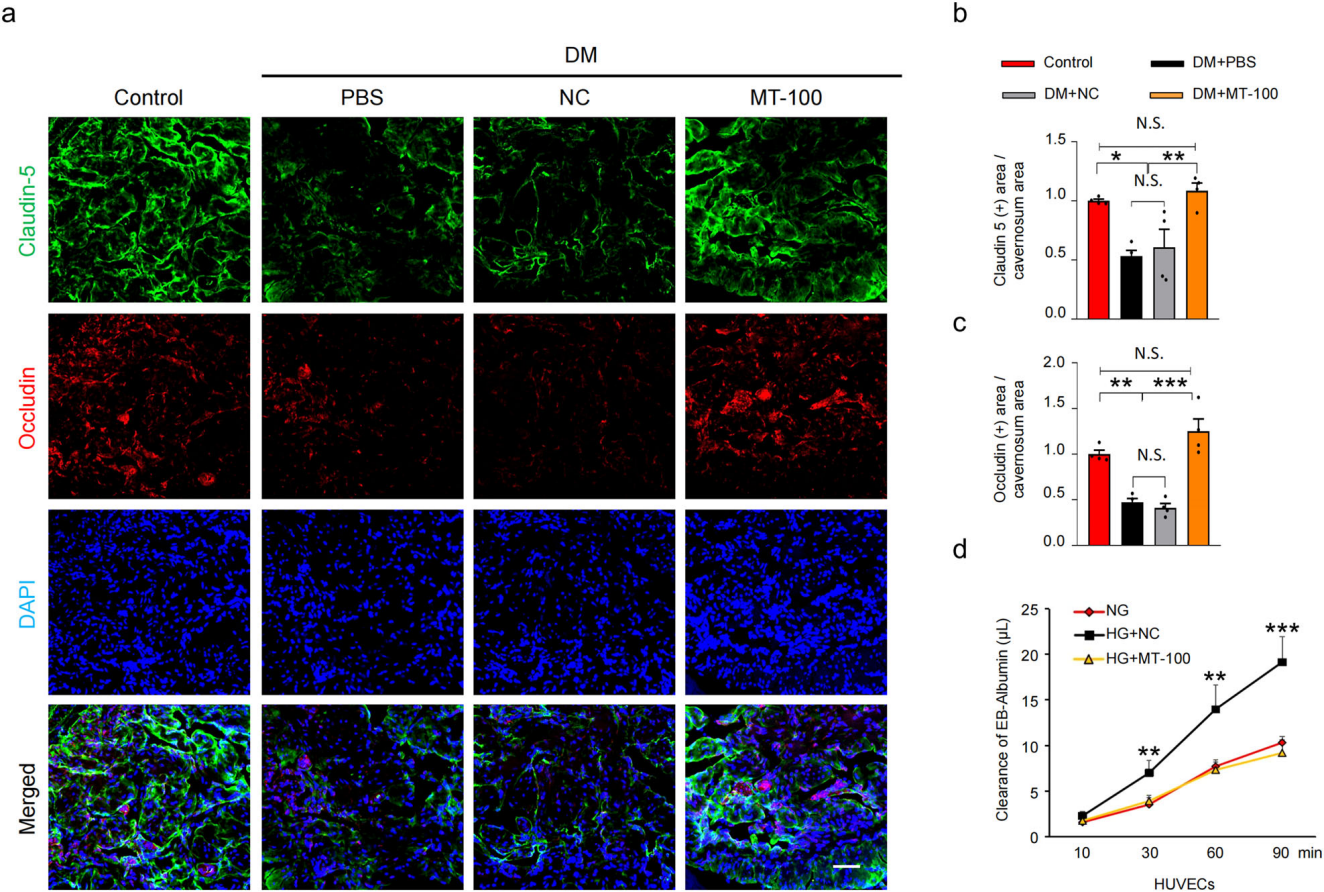
MT-100 reduces permeability under diabetic conditions. **a** Claudin-5 (green) and occludin (red) immunofluorescence staining of corpus cavernosum tissues from age-matched control and STZ-induced diabetic (DM) mice 2 weeks after repeated intracavernous injection (days −3 and 0) of phosphate-buffered saline (PBS, 20 μL), negative control IgG1 (NC, 10 μg in 20 μL of PBS), or MT-100 (10 μg in 20 μL of PBS). Nuclei were stained with DAPI (blue). Scale bars, 100 µm. **b**, **c** Quantitative analysis of claudin-5- and occludin-immunopositive areas using ImageJ software. The data are presented as mean ± SEM (*n* = 4). The relative ratio in the control groups was arbitrarily set to 1. *P < 0.05; **P < 0.01; ***P < 0.001. **d** The permeability assay was performed by measuring the leakiness of Evans blue (EB)-albumin in HUVECs treated with NC (10 μg in 20 μL of PBS) or MT-100 (10 μg in 20 μL of PBS) under normal glucose (NG) or high glucose (HG) conditions for 3 days. Clearance of EB-albumin was measured every 30 min up to 90 min. Data are presented as mean ± SEM (*n* = 4). **P < 0.01; ***P < 0.001. DAPI 4,6-diamidino-2-phenylindole, HUVECs human umbilical vein endothelial cells, N.S. not significant.

**Fig. 5:**
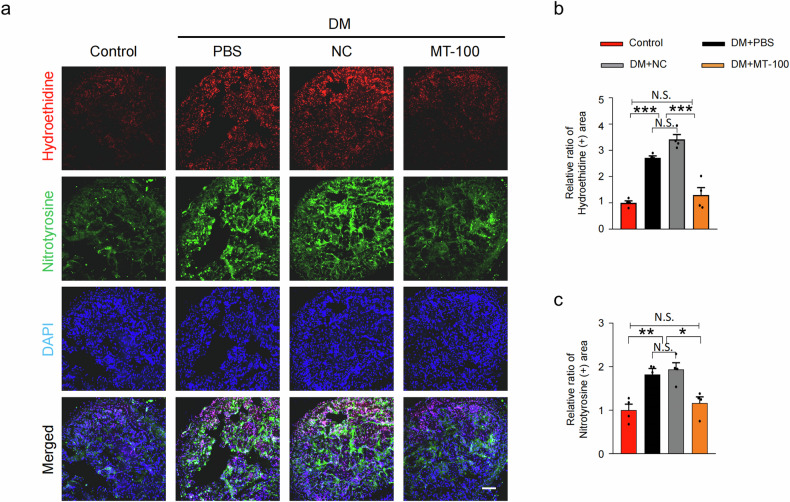
MT-100 decreases cavernous ROS production in diabetic mice. **a** In situ detection of superoxide anion (hydroethidine, red) and nitrotyrosine production (green) in corpus cavernosum tissues from age-matched control and STZ-induced diabetic (DM) mice 2 weeks after repeated intracavernous injection (days −3 and 0) of phosphate-buffered saline (PBS, 20 μL), negative control IgG1 (NC, 10 μg in 20 μL of PBS), or MT-100 (10 μg in 20 μL of PBS). Nuclei were stained with DAPI (blue). Scale bars, 100 µm. **b**, **c** Quantitative analysis of the ethidium bromide fluorescence-immunopositive cavernosum area (**b**) and nitrotyrosine-immunopositive cavernosum area (**c**) using ImageJ software. The data are presented as mean ± SEM (*n* = 4). The relative ratio in the control groups was arbitrarily set to 1. *P < 0.05; **P < 0.01; ***P < 0.001. DAPI 4,6-diamidino-2-phenylindole, ROS reactive oxygen species, N.S. not significant.

### Srpx2 is a novel target through which MT-100 restores erectile function in diabetic mice

To elucidate the specific target of MT-100 in the activation of the Tie2 signaling pathway, we performed RNA sequencing analyses of cavernosum tissues under various conditions. 

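Cavernosum tissue was sequenced as 1 library for each of 3 conditions: nondiabetic mice (Control), mice with STZ-induced diabetes injected with the negative control antibody NC (DM + NC), and diabetic mice injected with MT-100 (DM + MT-100). For this tissue, the paper gives 2 intracavernous injections of NC or MT-100, each of 10 μg in 20 μL of PBS. The sample labels place the harvest 1 week after treatment and give 4 mice per group, whereas the paper's methods give no harvest time for this tissue. Neither says whether the RNA of several mice was combined in a library. The labels and the paper also name different library kits, NEBNext and SMARTer Stranded, respectively. The paper speaks of 4 libraries, whereas 3 were deposited. Among these, no condition has a replicate, so the spread between mice is unknown and every difference reported here is a difference between libraries. The authors trimmed the reads, mapped them with TopHat, counted them per gene with BEDTools and normalized them with edgeR. The deposited values are log2 of CPM (read counts scaled to library size) plus a pseudocount of 1, with 3 decimals, for 23282 genes identified by symbol. In each file, the linear values were whole multiples of the value of 1 read, so the reads were recovered. All of the values that 3 decimals resolve came out whole, namely 13037 in Control, 13936 in DM + NC and 13558 in DM + MT-100. The highest counts are approximate because of the rounding. The recovered totals were 8406009 reads in Control, 5971249 in DM + NC and 7363357 in DM + MT-100. A CPM of 1 stood for 8.70 reads in Control, 5.81 in DM + NC and 7.43 in DM + MT-100. The library sizes used for the scaling thus differ somewhat from the recovered totals. At these units, a log2 value of 4 stands for 130.5 reads in Control, 87.1 in DM + NC and 111.5 in DM + MT-100. Over the 7321 genes above log2 4 in every library, the median log2 ratio was 0.016 for DM + NC/Control and 0.005 for DM + MT-100/DM + NC, and the deposited values were compared without further scaling. Intervals given with read ratios are exact Clopper-Pearson 95% intervals and cover counting error only, since reads without molecular identifiers are not independent molecules.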

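Of the 23282 listed genes, 17118 had a value above 0 in at least 1 library and 14107 in every library. A value above log2 4 was reached by 9916 genes in at least 1 library. With a fold change above 1.5 in either direction and log2 above 4 in at least 1 of the libraries compared, 3162 genes changed in DM + NC/Control, of which 1510 were higher and 1652 lower in DM + NC. In DM + MT-100/DM + NC, 2896 genes changed, with 1399 higher and 1497 lower in DM + MT-100. Together, 4830 genes changed in at least 1 of the comparisons. The paper also names a raw value above 100, which was not part of these criteria. Applied as more than 100 recovered reads in at least 1 of the libraries compared, it left 3064 and 2792 genes, respectively. The floor moved these numbers most, to 1053 in DM + NC/Control and 1007 in DM + MT-100/DM + NC with log2 above 6, and to 7064 and 6818 without a floor. Counting noise alone, simulated at the depth of the 3 libraries with the same mean for each gene in all of them, gave on average 4.0 and 5.3 changed genes over 100 draws. The excess is the difference between the libraries, which without replicates includes the variation between mice and between dissections.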

A total of 17,411 genes were detected in the four libraries, and 3153 significantly differentially expressed genes (DEGs) were selected on the basis of three conditions: fold change > 1.5, log2 > 4, and raw data expression >100. These genes were classified into 14 GO categories (Supplementary Fig. 8a, b) using ExDEGA software (E-Biogen, Inc., Korea). In a Venn diagram analysis, a total of 900 contra-regulated genes were detected between the DM + NC/Control and DM + MT-100/DM + NC groups (Supplementary Fig. 8c). 

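Under the criteria above, 1036 genes changed in opposite directions in DM + NC/Control and DM + MT-100/DM + NC. Of these, 356 were lower in DM + NC and higher again in DM + MT-100, and 680 were higher in DM + NC and lower again in DM + MT-100. Another 192 genes changed in the same direction in both comparisons, 66 upward and 126 downward. Thus, 84.4% of the genes that changed in both comparisons were contra-regulated. The DM + NC library enters both comparisons with opposite signs, so contra-regulation outnumbers changes in the same direction even when the 3 libraries differ at random. When the 3 values of each gene were reassigned to the libraries at random, 1000 draws gave 1324.4 contra-regulated genes on average, with a lowest number of 1217, and 121.3 genes changed in the same direction. The share among genes changed in both comparisons was 91.6% on average in these draws. In a simulation of 3 libraries with the same mean for each gene and independent normal deviations of the size estimated for each library, 100 draws gave 918 contra-regulated genes on average and at most 993, below the observed number. The simulated share among genes changed in both comparisons was 93.1% on average and at least 91.2%. The observed number was thus below all draws of the reassignment and above all draws of the simulation, whereas the observed share was below all draws of both. Across the 7321 genes above log2 4 in all 3 libraries, the fold changes of the comparisons had a Pearson correlation of -0.434, against -0.5 for 3 libraries with deviations of equal size. Genes are not independent replicates, and this correlation describes these libraries only. The variance of the log2 ratios, split into 1 part per library, was 0.174 for Control, 0.131 for DM + NC and 0.167 for DM + MT-100. The number of contra-regulated genes moved most with a fold change above 2, to 303, and was 2900 without the floor.

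**Figure D2:**
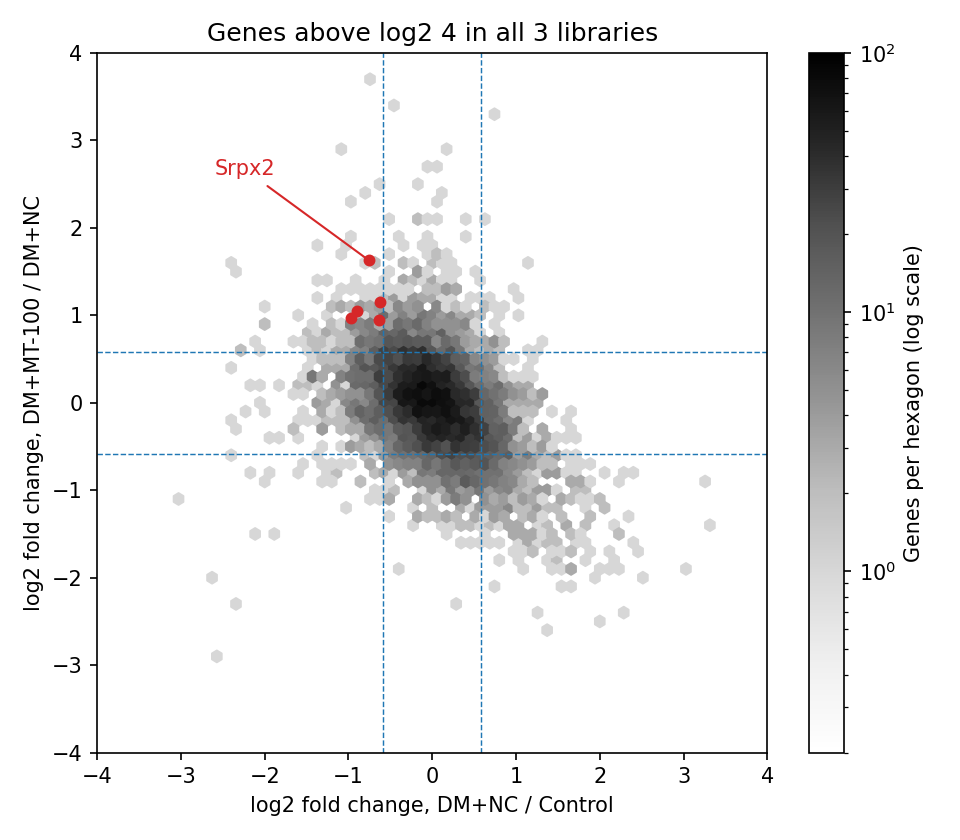
Log2 fold change in DM + MT-100/DM + NC (vertical axis) against that in DM + NC/Control (horizontal axis) for the 7321 genes above log2 4 in all 3 libraries, as hexagons shaded by the number of genes; 1 gene lies outside the axes. Dashed lines mark a fold change of 1.5, and red points mark 5 genes of Supplementary Fig. 8d that pass this floor, which all lie in the upper left sector. The cloud slopes downward, with a Pearson correlation of -0.434.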

Using the gene category selection tool, we selected genes related to angiogenesis (74 genes) from the contra-regulated genes and conducted further analysis and validation. Here, we list only the top 14 genes whose expression changed more than 1.5-fold in the DM + MT-100 vs. DM + NC comparison (Supplementary Fig. 8d). 

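Supplementary Fig. 8d lists 10 genes, whereas the paper's text speaks of 14. Of the 10, 9 were compared here, namely Adam8, Hmox1, Srpx2, Efna1, Ecm1, Ephb3, Tnfaip2, Ace and Ptk2b. These 9 were all lower in DM + NC than in Control and higher in DM + MT-100 than in DM + NC. In DM + NC/Control, the log2 fold changes ranged from -3.20 for Adam8 to -0.63 for Ecm1. In DM + MT-100/DM + NC, they ranged from 2.67 for Adam8 to 0.88 for Ptk2b, and Adam8, Hmox1 and Srpx2 had the largest increases of the 9. No counting interval of the 18 read ratios included 1. However, for only 3 of the 9 genes, Efna1, Ephb3 and Tnfaip2, did both log2 above 4 in a compared library and intervals wholly outside a fold change of 1.5 hold in both comparisons. Adam8 was above log2 4 in Control only, so it was not counted among the contra-regulated genes when the floor had to be passed in DM + NC or DM + MT-100. Ecm1 had the most reads of the 9, with 1593 in Control, 687 in DM + NC and 1956 in DM + MT-100. In the GENCODE M21 annotation, exons of Tnfaip2, Ace and Adam8 overlap genes on the opposite strand over 314, 295 and 46 bases, respectively, and exons of Ecm1 hold a microRNA of 63 bases. Whether the counting used strand is not stated, so reads of these overlaps are uncertain.

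**Figure D3:**
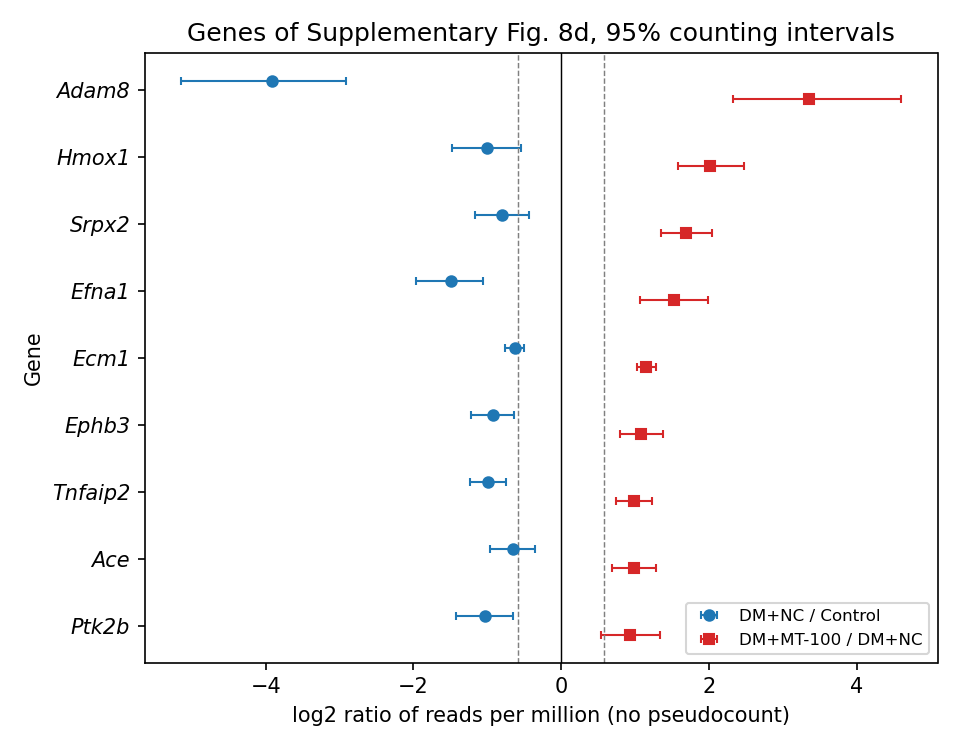
Log2 ratio of CPM, without a pseudocount, for 9 genes of Supplementary Fig. 8d in DM + NC/Control (circles) and DM + MT-100/DM + NC (squares), each from 1 library per condition. Bars are exact 95% counting intervals and dashed lines mark a fold change of 1.5. All circles lie below 0 and all squares above it, and the widest intervals are those of Adam8, which had 8 reads in DM + NC.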

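The files identify genes by symbol only and name no genome build. Positions are therefore those of the same symbols in the GENCODE M21 annotation of GRCm38. Adam8 (ENSMUSG00000025473.16) lies on chromosome 7 from 139978932 to 139992562 on the minus strand. It had 181 reads in Control, 8 in DM + NC and 105 in DM + MT-100. Its read ratio was 0.066 in DM + NC/Control (95% interval 0.028 to 0.133) and 10.3 in DM + MT-100/DM + NC (5.02 to 24.4). Hmox1 (ENSMUSG00000005413.8) lies on chromosome 8 from 75093621 to 75100589 on the plus strand and had 156, 52 and 269 reads in the same order. Its read ratio was 0.499 (0.358 to 0.688) and then 4.04 (2.99 to 5.55), and its value in DM + MT-100 was above that in Control. Srpx2 (ENSMUSG00000031253.15) lies on chromosome X from 133908426 to 133932446 on the plus strand, and no exon of another annotated gene overlaps its exons. It had 234 reads in Control, 90 in DM + NC and 372 in DM + MT-100, that is, deposited log2 values of 4.80, 4.04 and 5.67. The log2 fold change of Srpx2 was -0.76 in DM + NC/Control and 1.63 in DM + MT-100/DM + NC. As read ratios these were 0.576 (0.447 to 0.738) and 3.23 (2.56 to 4.11). The interval of the decrease included a 1.5-fold change, whereas that of the increase lay above it. Under the other scalings and a pseudocount of 0.1, the log2 fold change of Srpx2 stayed between -0.79 and -0.70 for the decrease and between 1.60 and 1.69 for the increase. Scaling by TMM factors gave the deposited values again, -0.758 and 1.63, and so adds no separate check. Fibroblast marker genes also rose in DM + MT-100/DM + NC, with a median log2 fold change of 2.37, whereas their median in DM + NC/Control was 0.09 as deposited and -0.17 after quantile normalization. A second list of other fibroblast genes rose less, by 1.20. Its median in DM + NC/Control was 0.07 as deposited and 0.03 after quantile normalization.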

After performing Western blot verification of the top three genes (*Adam8, Hmox1*, and *Srpx2*), we found that the protein expression of Srpx2 was consistent with the results of the RNA sequencing analysis (Fig. 6a–d). After reviewing the literature on Srpx2, we hypothesized that Srpx2 may be involved in the ability of MT-100 to restore erectile function in diabetic mice. To evaluate whether Srpx2 is responsible for MT-100-induced neurovascular regeneration under diabetic conditions, we knocked down Srpx2 expression in mouse corpus cavernosum tissue via infection with different doses of lentivirus expressing small hairpin RNA (shRNA) targeting Srpx2 (shSrpx2, 5 × 10^3^, 2.5 × 10^4^, and 5 × 10^4^ TU/mL) or scrambled shRNA control (shCon) lentivirus (Supplementary Fig. 9). Erectile function was then assessed after the injection of MT-100. The maximal and total ICP relative to MSBP were significantly improved in diabetic mice treated with MT-100. However, these erectile function-improving effects of MT-100 were completely lost in the shSrpx2-infected group (Fig. 6e–h). Consistent with this observation, immunofluorescence staining of NG2, CD31, NF, and nNOS in corpus cavernosum tissue revealed that MT-100 significantly improved pericyte (Fig. 6h, j), endothelial cell (Fig. 6h, k), and neuronal cell (Fig. 6i, l, m) contents, which may be achieved by inducing proliferation and reducing cell apoptosis (as shown in Fig. 3) in diabetic mice. These effects were abolished by Srpx2 knockdown (Fig. 6h–m). Furthermore, in diabetic mice, the MT-100-mediated increase in endothelial cell-to-cell junction protein levels (Fig. 7a, d, e) and reduction in cavernous and mitochondrial ROS production (Fig. 7b, f, g and Supplementary Fig. 10) also occurred in a Srpx2-dependent manner (Fig. 7).

**Fig. 6:**
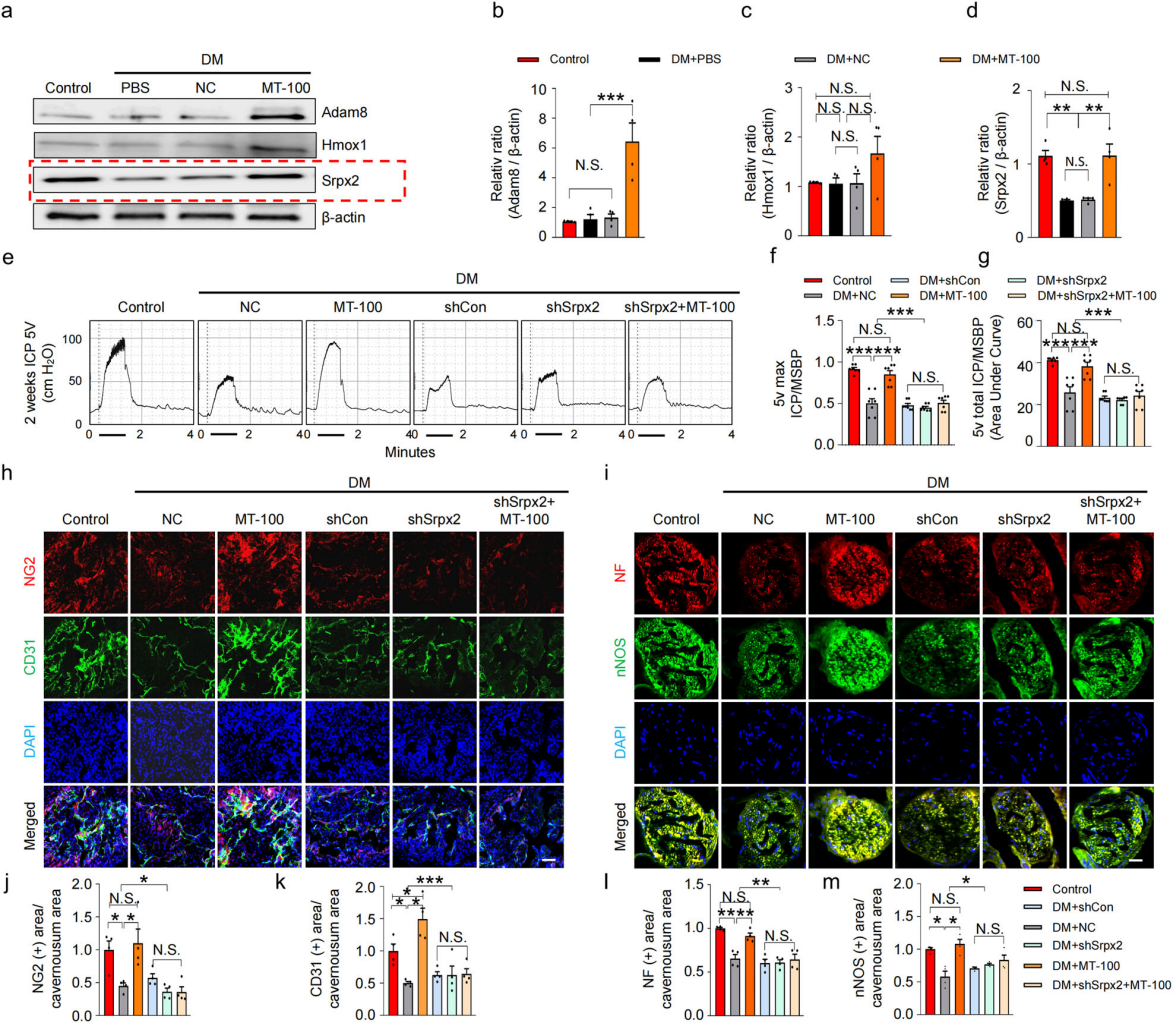
MT-100 improves erectile function via a novel target, Srpx2, in diabetic mice. **a** Representative Western blot for Adam8, Hmox1, and Srpx2 in corpus cavernosum tissues from age-matched control and STZ-induced diabetic (DM) mice 2 weeks after repeated intracavernous injection (days −3 and 0) of phosphate-buffered saline (PBS, 20 μL), negative control IgG1 (NC, 10 μg in 20 μL of PBS), or MT-100 (10 μg in 20 μL of PBS). **b**‒**d** Band intensity values for each neurotropic factor normalized to the density of β-actin and quantified using ImageJ software. The data are presented as mean ± SEM (*n* = 4). The relative ratio in the control group was defined as 1. **e** Representative intracavernous pressure (ICP) responses of age-matched control and DM mice stimulated after 2 weeks under the indicated conditions. The cavernous nerve was stimulated at 5 V. The stimulus interval is indicated by a solid bar. **f**, **g** Ratios of the mean maximal ICP (**f**) and total ICP (**g**, area under the curve) to the mean systolic blood pressure were calculated for each group (*n* = 7). **h**, **i** Representative images of immunofluorescence staining of corpus cavernosum (**h**) and dorsal nerve bundle (**i**) tissues for NG2 (red), CD31 (green), NF (red), and nNOS (green) after ICP studies. Nuclei were stained with DAPI (blue). Scale bars, 100 µm (**h**) and 25 µm (**i**). **j**‒**m** Quantitative analysis of corpus cavernosum pericyte (NG2), endothelial cell (CD31), and dorsal nerve bundle neuronal cell (NF and nNOS) content using ImageJ software. The data are presented as mean ± SEM (*n* = 4). The relative ratio in the control or normal glucose groups was arbitrarily set to 1. *P < 0.05; **P < 0.01; ***P < 0.001. DAPI 4,6-diamidino-2-phenylindole, N.S. not significant.

**Fig. 7:**
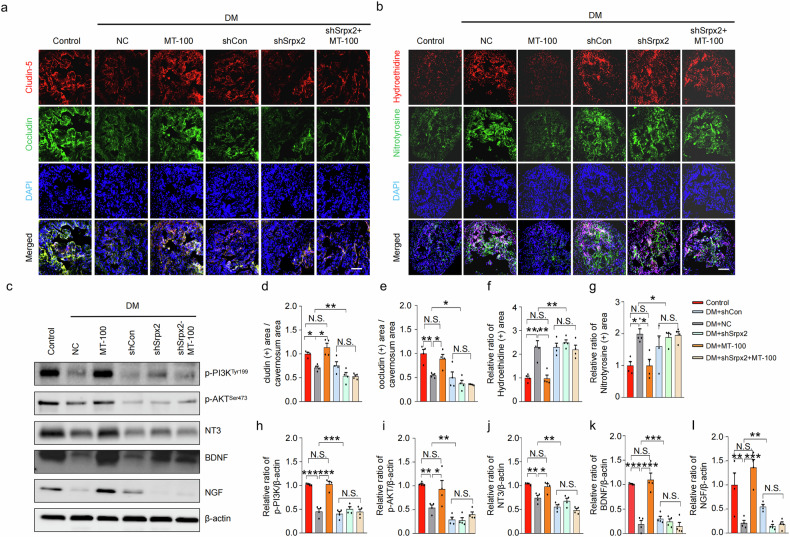
Identification of the mechanism by which MT-100/Srpx2 restores erections in diabetic mice. **a**, **b** Representative images of immunofluorescence staining of tight junction proteins (**a**, claudin-5 and occludin) and ROS production (**b**, hydroethidine and nitrotyrosine) under the indicated conditions. **c** Representative Western blot for p-PI3K^Tyr199^, p-AKT^Ser473^, NT3, BDNF, and NGF in corpus cavernosum tissues from the indicated groups. **d**–**l** Quantitative analysis of tight junction proteins (**d**, **e**), ROS production (**f**, **g**), and Western blots (**h**–**l**) using ImageJ software. The data are presented as mean ± SEM (*n* = 4). The relative ratio in the control or normal glucose groups was arbitrarily set to 1. *P < 0.05; **P < 0.01; ***P < 0.001. DAPI 4,6-diamidino-2-phenylindole, BDNF brain-derived neurotrophic factor, NGF nerve growth factor, NT-3 neurotrophin-3, DM STZ-induced diabetes, N.S. not significant.

Next, to evaluate whether Srpx2 plays a direct role in inducing neurovascular regeneration, we treated MCECs and MPG tissues with Srpx2 directly to test whether Srpx2 itself affects neurovascular regeneration. First, we tested the concentration of Srpx2 involved in angiogenesis and found that treatment with 100 ng of Srpx2 could significantly induce tube formation under HG conditions, and this concentration was used in subsequent experiments (Supplementary Fig. 11a, b). We subsequently performed tube formation and MPG neurite sprouting experiments with Srpx2 or MT-100 treatment after infection with shSrpx2 lentivirus under HG conditions. We found that Srpx2 could significantly induce angiogenesis and MPG neurite sprouting, but after Sprx2 knockdown, the effect of MT-100 on neurovascular regeneration was significantly reduced (Supplementary Fig. 11c–f). In addition, we also found that the permeability of MCECs and MCPs was reduced after treatment with Srpx2, but these effects were abolished under Tie2 receptor knockdown conditions (Supplementary Fig. 11g–j). Finally, to explore this mechanism, we assessed the expression of p-PI3K^Tyr199^, p-AKT^Ser473^, NT3, BDNF, and NGF by Western blotting and eNOS^Ser1177^ phosphorylation by immunofluorescence staining (Supplementary Fig. 12). We found that the expression levels of these genes were significantly reduced in diabetic mice and that the expression of these targets was significantly restored after MT-100 treatment. This process was also accomplished in a Srpx2-dependent manner (Fig. 7c, h–l). Collectively, these results indicate that Srpx2 is a novel target of MT-100-regulated neurovascular regeneration in diabetic mice.

## Discussion

ED related to DM occurs because persistently high blood sugar levels can severely damage nerves and vascular structures^35,44^. Although some treatments for ED with proteins and neurotrophic factors have had some success in the experimental phase^45,46^, their success in clinical trials has been limited due to their poor developability. In this study, we found that the human Tie2-agonistic antibody MT-100 can effectively induce angiogenesis and nerve regeneration through the novel target Srpx2, thereby improving erectile function in diabetic ED model mice. These conclusions are based on the following observations. First, MT-100 improves angiogenesis and neural regeneration, such as HUVEC and MCEC tube formation, aortic ring microvessel sprouting, and MPG neurite sprouting, thereby improving erectile function in diabetic mice. Second, through RNA sequencing analysis, we found that Srpx2 plays an important role in the process by which MT-100 promotes neurovascular regeneration. Through shSrpx2 lentivirus-mediated Srpx2 knockout experiments, we found that the effects of MT-100 were significantly attenuated under diabetic conditions. Figure 8 summarizes the proposed mechanism by which MT-100 alleviates diabetic ED.

**Fig. 8:**
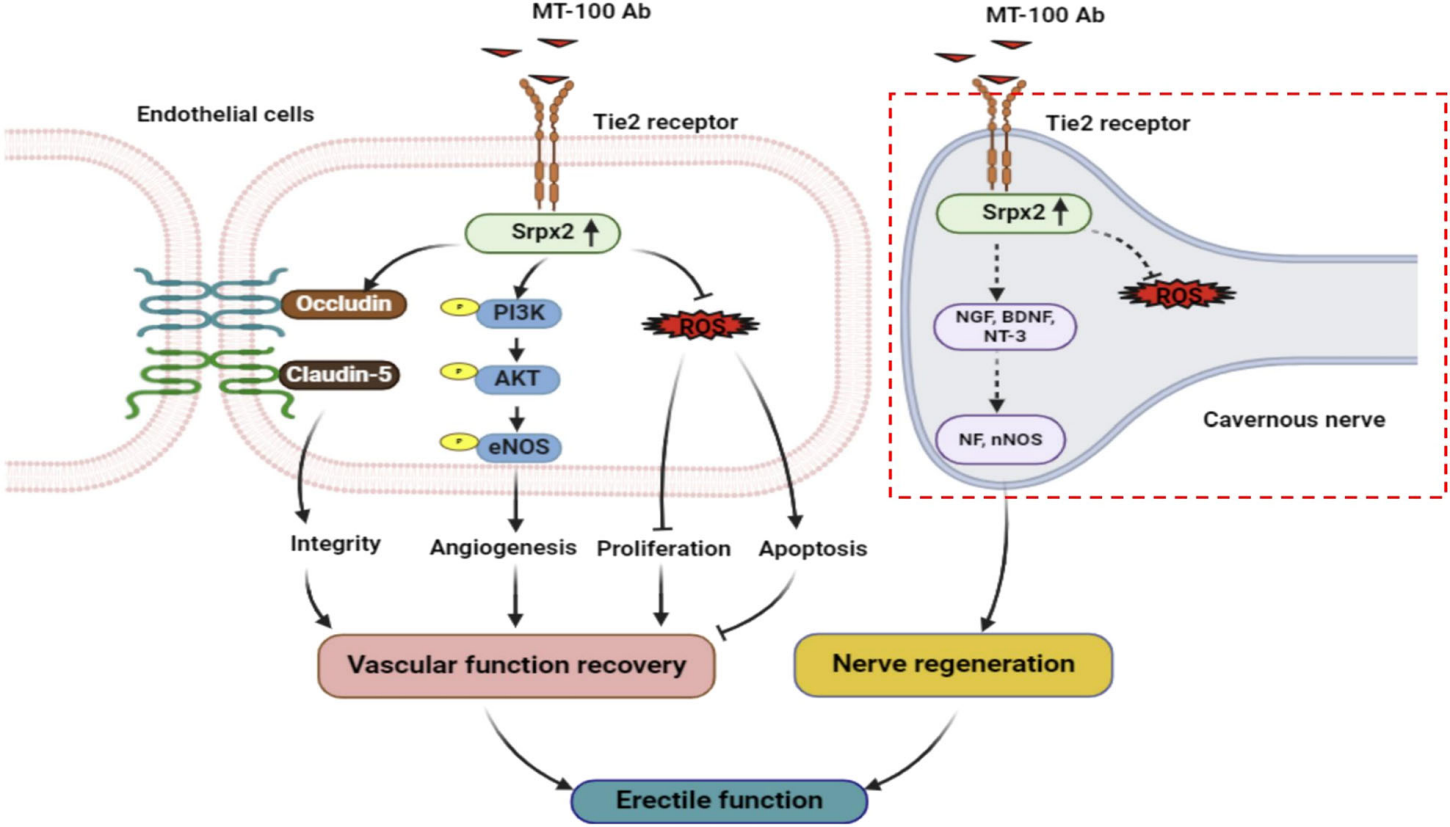
Schematic of the proposed mechanism by which MT-100 improved erectile function in diabetic mice.

Tie2 receptors and their angiopoietin ligands act as regulators of angiogenesis, cell survival, and vessel maturation^47,48^. Preclinical evidence suggests that modulating the Angpt/Tie2 pathway restores vascular stability and reduces inflammation^49^. In addition, the Angpt/Tie2 signaling pathway mediates neurite outgrowth in dorsal root ganglion neurons^50^. These studies indicate that drugs targeting the Tie2 signaling pathway constitute a novel therapeutic strategy for the clinical treatment of vascular or neurological diseases. A number of biopharmaceuticals targeting angpt (trebananib, nesvacumab, MEDI3617, vanucizumab, RG7716, REGN910-3, AKB-9778, and LY3127804) and Tie2 (regorafenib, rebastinib, altiratinib, ARRY-614, ABTAA, and hTAAB) are currently in preclinical or clinical development^16,51^. Tie2-targeted investigational drugs are in the early stages of development. One of the considerations in developing Tie2-agonistic antibodies is cross-reactive binding. Although there is approximately 93% amino acid sequence homology between human and mouse Tie2, several Tie2-agonistic antibodies reported thus far only bind to human Tie2^14,16^, which makes it difficult to evaluate the therapeutic efficacy of these antibodies in mouse disease models. In this context, MT-100 was rationally selected by screening with recombinant human and mouse Tie2; thus, its therapeutic activity could be verified using mouse ED models, as described in this study. In addition, because Ang-2 is overexpressed in the diabetic ED model and can inhibit the Tie2 signaling pathway^12^, Tie2-agonistic antibodies hinder the functional activity of excess Ang-2. MT-100 not only through direct Tie2 activation but also by interfering with Ang-2 binding to Tie2 (Fig. 1e, g). Therefore, we suggest that MT-100 has dual functions: activating Tie2 and blocking the binding of Ang-2 to Tie2. In this study, MT-100 had angiogenic effects on mouse cells despite being a human Tie2-agonistic antibody. We used a diabetes-induced ED mouse model to evaluate the angiogenic effects of MT-100 and its optimal therapeutic dose in vivo. This model has been utilized in many studies on microvascular complications caused by type 1 DM^7,52^. Consistently, studies have shown that exogenous injection of MT-100 into the penis of diabetic mice can significantly improve the survival of cavernous vascular and neuronal cells and increase blood vessel stability in the corpus cavernosum, thereby improving erectile function in diabetic mice. However, we could not directly isolate penile neuronal cells for in vitro experiments. We could perform only indirect immunofluorescence staining of the dorsal nerve bundle of penis tissue and harvest the MPG for ex vivo neurite sprouting experiments. It may be interesting to examine the neuroregenerative effects of MT-100 in other animal models of neurological injury, such as cavernous nerve injury models^30^, sciatic nerve injury models^53,54^, and spinal cord injury models^55^. These findings suggest that local injection of MT-100 may be a promising strategy for the treatment of diabetic ED.

Diabetic complications are known to increase ROS and oxidative stress, leading to cell death through multiple mechanisms and, ultimately, tissue damage^56^. For example, high levels of ROS induce cell death, apoptosis, and senescence. In contrast, low levels of ROS act as signaling molecules that mediate cell growth, migration, differentiation, and gene expression^57^. In addition, previous studies have shown that Ang-1 induces cytoplasmic ROS production in a rapid but transient Tie-2-dependent manner, and the molecular sources of these ROS have never been clearly identified^58^. However, we found that MT-100 can activate the Tie2 signaling pathway and reduce the expression of superoxide anion (hydroethidium) and peroxynitrite anion (nitrotyrosine) in diabetic mice. These findings suggest that the process by which MT-100 regulates the ROS balance may not involve a Tie2-dependent signaling pathway. There may be other unknown pathways that require further experimental investigation.

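Among the 500 genes nearest to Srpx2 in mean log2 value over the 3 libraries, 47 fell at least as far in DM + NC/Control, 4 rose at least as far in DM + MT-100/DM + NC, and 2 did both. Contra-regulation in either direction was found for 50 of these 500 genes. Of the 9472 genes above log2 4 in DM + NC or Control, 1190 fell further than Srpx2. Of the 9282 genes above log2 4 in DM + MT-100 or DM + NC, 151 rose further. Ranked by the smaller of the changes in both comparisons, Srpx2 was at place 186 of the 356 genes that were lower in DM + NC and higher again in DM + MT-100. The largest such changes were those of Rab15, Acp5, Tmprss2, Topbp1 and Rab27b. In the opposite direction, Krt36 was at least 69.9-fold higher in DM + NC than in Control by the lower bound of its counting interval, with 174 reads in DM + NC and 0 reads in both of the others, and 2310015D24Rik, Kcnj11, Amph and Mettl21c followed. The paper went from the contra-regulated genes to those annotated to angiogenesis, took the top 3 to Western blots, and went on with Srpx2, whose protein followed the RNA (Fig. 6a–d). From the loss of the MT-100 effects after Srpx2 knockdown, it concludes that these effects depend on Srpx2 (Figs. 6 and 7). It also reports that Srpx2 protein itself promoted tube formation and neurite sprouting under high glucose, and reduced permeability unless Tie2 was knocked down. The knockdown tissue was not analysed here.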

To determine the potential mechanism of action of MT-100 in promoting erectile function in diabetic ED mice, we performed RNA sequencing analysis and identified Srpx2 as a novel target of MT-100. Srpx2 is associated with synaptic plasticity, tissue remodeling, and angiogenesis^59^. Srpx2 may play an important role in vascular remodeling and the recovery of synaptic loss caused by spinal cord injury^60^. Silencing Srpx2 via small interfering RNA (siRNA) causes mesenchymal endothelial cell migration and delays proliferation and budding^61^. In this study, we found that Srpx2 expression was significantly increased in diabetic mice treated with MT-100. Given that Srpx2 expression increased after MT-100 treatment, we hypothesized that MT-100 may indirectly induce an increase in Srpx2 expression by regulating several factors, which is a complex process. However, we cannot prove and explain this in the current study, and further experiments are needed to demonstrate how MT-100 increases Srpx2 expression under diabetic conditions. In addition, the neurovascular regeneration effect induced by MT-100 in diabetic mice was significantly abolished after Srpx2 knockout. Previous studies have shown that the Tie2 signaling pathway not only induces endothelial cell survival but also promotes neural development and neurite outgrowth through the PI3K and Akt kinase signaling pathways^15,62^. Therefore, when we explored the mechanism of action of MT-100, we also observed the phosphorylation of eNOS, PI3K, and AKT, as well as the expression of neurotrophic factors (NGF, BDNF, and NT3). These results indicate that MT-100 can simultaneously activate the Tie2 and Srpx2 signaling pathways. However, we were unable to demonstrate the relationship between Tie2 and Srpx2, but this finding at least indicates that the process by which MT-100 regulates the ROS balance may be achieved through the Srpx2 signaling pathway, not the Tie2 signaling pathway. This requires further investigation.

Taken together, our results demonstrate the efficacy of MT-100 in inducing neurovascular regeneration in diabetic patients. As a new target, Srpx2 plays an important role in this process. As a human Tie2-agonistic antibody, MT-100 may more readily enter clinical evaluation for the treatment of diabetic ED. This work not only expands our understanding of diabetic ED but also has important clinical implications for the treatment of diabetic ED and other DM-related complications.

## Supplementary information

Supplementary Information

## Data Availability

All study data are included in the article and/or Supplemental Information. All other data and materials used for the analysis are available from the corresponding author upon reasonable request.

# Supplementary material for: MT-100, a human Tie2-agonistic antibody, improves penile neurovasculature in diabetic mice via the novel target Srpx2
**Source:** Exp Mol Med. 2025 Jan 1;57(1):104–17. doi: 10.1038/s12276-024-01373-1
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **MT-100, a human Tie2-agonistic antibody, improves penile neurovasculature in diabetic mice via the novel target SrpX2**

Fang-Yuan Liu<sup>a,1</sup>, Young-Lai Cho<sup>b,1</sup>, Fitri Rahma Fridayana<sup>a,c</sup>, Lashkari Niloofar<sup>a,c</sup>, Minh Nhat Vo<sup>a</sup>, Yan Huang<sup>a,c</sup>, Limanjaya Anita<sup>a</sup>, Mi-Hye Kwon<sup>a</sup>, Jiyeon Ock<sup>a</sup>, Seon-Jin Lee<sup>b,d</sup>, Guo Nan Yin<sup>a,\*</sup>, Nam-Kyung Lee<sup>e,f,\*</sup>, and Ji-Kan Ryu<sup>a,c,\*</sup>

#### **This PDF file includes:**

Supplementary Fig. 1 to 12  
Supplementary Table 1 to 2

## Supplementary Figures

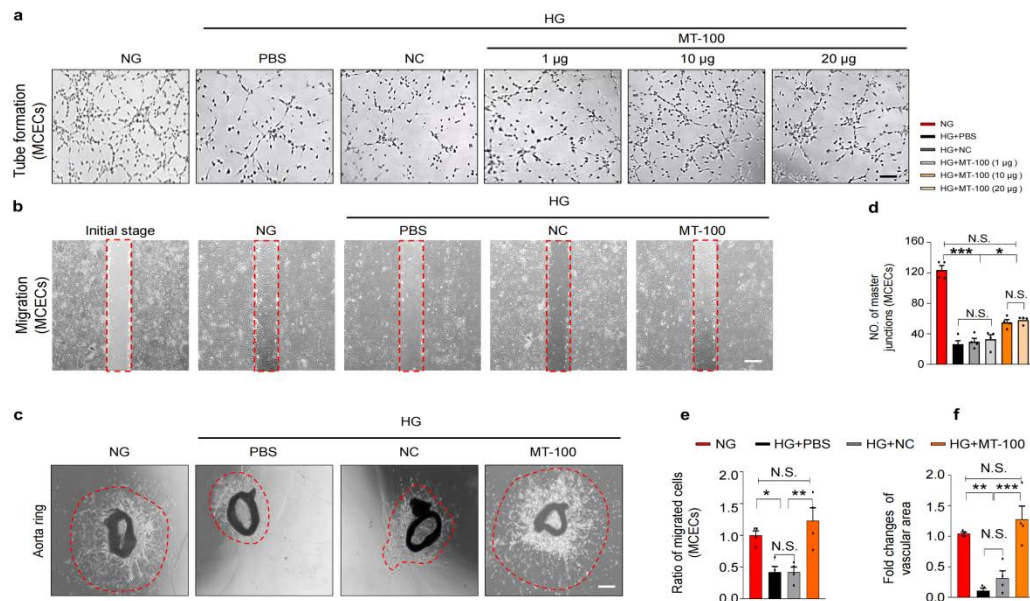

**Supplementary Fig. 1 MT-100 promotes angiogenesis under high-glucose conditions.**

**a** Tube formation assay. MCECs were treated with phosphate-buffered saline (PBS), negative control IgG1 (NC, 10  $\mu\text{g}/\text{mL}$ ) and MT-100 (1 $\mu\text{g}$ , 10  $\mu\text{g}$ , 20  $\mu\text{g}/\text{mL}$ , respectively) under normal-glucose (NG) or high-glucose (HG) for 3 days. Scale bars, 100  $\mu\text{m}$ . **b** Migration assay in MCECs 24 hours after treatment with PBS, negative control IgG1 (NC, 10  $\mu\text{g}/\text{mL}$ ) and MT-100 (10  $\mu\text{g}/\text{mL}$ ) under NG or HG for 3 days. Scale bars, 100  $\mu\text{m}$ . **c** Aortic Ring Assay. Aorta ring were treated with PBS, negative control IgG1 (NC, 10  $\mu\text{g}/\text{mL}$ ) and MT-100 (10  $\mu\text{g}/\text{mL}$ ) under NG or HG for 7 days. Scale bars, 100  $\mu\text{m}$ . **d** Quantification of number of master junctions per field ( $n = 4$ ). **e** The ratio of migrated MCECs in the frame line was quantified ( $n = 4$ ). **f** Intensity of microvessel sprouting area from aortic rings ( $n = 4$ ). Quantitative analysis was performed by using ImageJ software. The results were presented as means  $\pm$  SEM.

The relative ratio in the NG groups was arbitrarily set to 1. \* $P < 0.05$ ; \*\* $P < 0.01$ ;

\*\*\* $P < 0.001$ . MCECs: mouse cavernous endothelial cells.

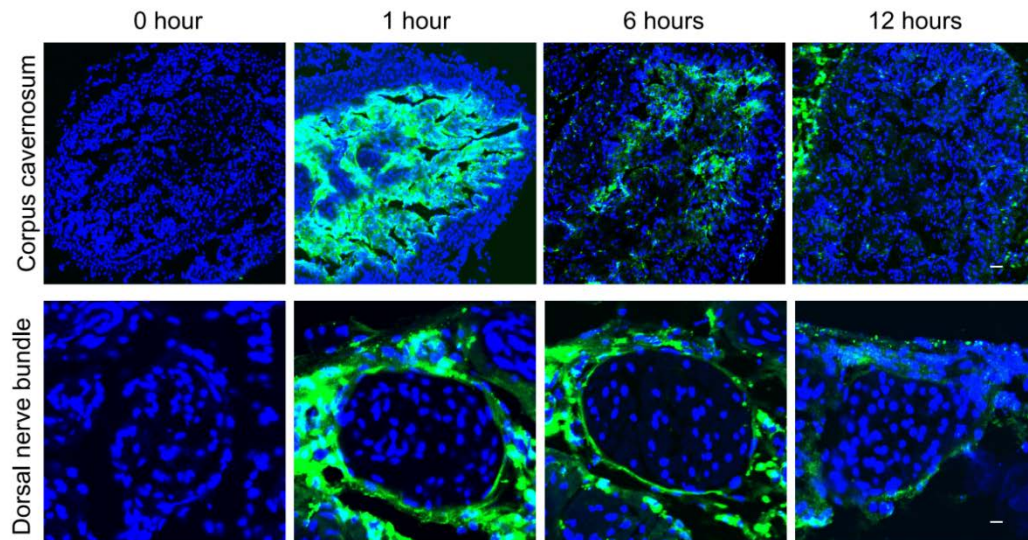

**Supplementary Fig. 2 In vivo detection of MT-100 in the penis tissue of mice.**

The penis tissue was harvested 0, 1, 6, and 12 hours after intracavernous injection of FITC-conjugated MT-100 (10  $\mu\text{g}/20 \mu\text{L}$ ) into the normal mice. Nuclei were stained by DAPI (blue). Scale bars, 100  $\mu\text{m}$  (corpus cavernosum) and 25  $\mu\text{m}$ (dorsal nerve bundle). DAPI, 4,6-diamidino-2-phenylindole.

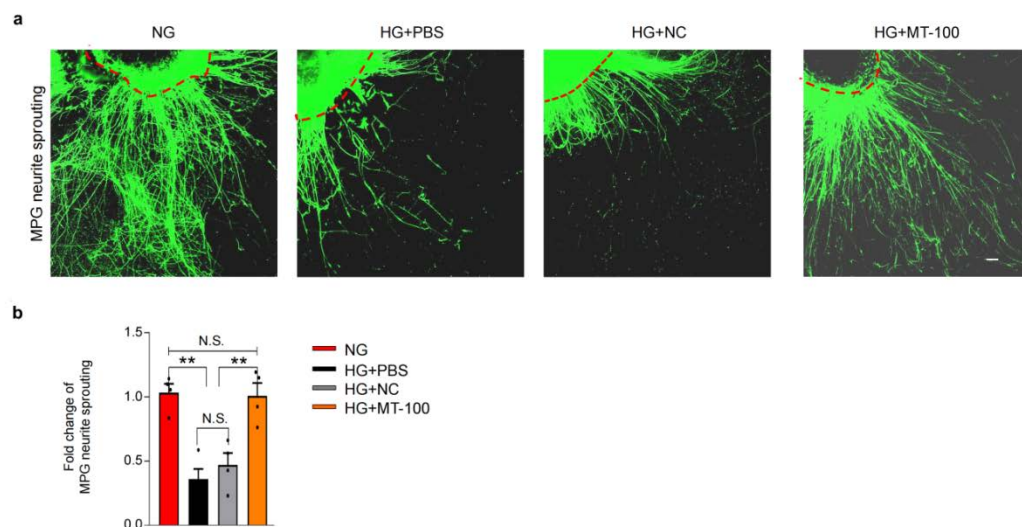

**Supplementary Fig. 3 MT-100 induces major pelvic ganglion (MPG) neurite**

**outgrowth under high-glucose conditions.**

**a** Neurofilament (NF, green) immunofluorescent staining in mouse MPG tissues after treatment with PBS, negative control IgG1 (NC, 10  $\mu\text{g/mL}$ ) and MT-100 (10  $\mu\text{g/mL}$ ) under normal-glucose (NG) or high-glucose (HG) for 5 days. Scale bars, 100  $\mu\text{m}$ . **b** Quantitative analysis of NF-immunopositive neurite length from MPG tissues by using ImageJ software. Results are presented as means  $\pm$  SEM ( $n = 4$ ). The relative ratio in the NG groups was arbitrarily set to 1.  $**P < 0.01$ . N.S., not significant.

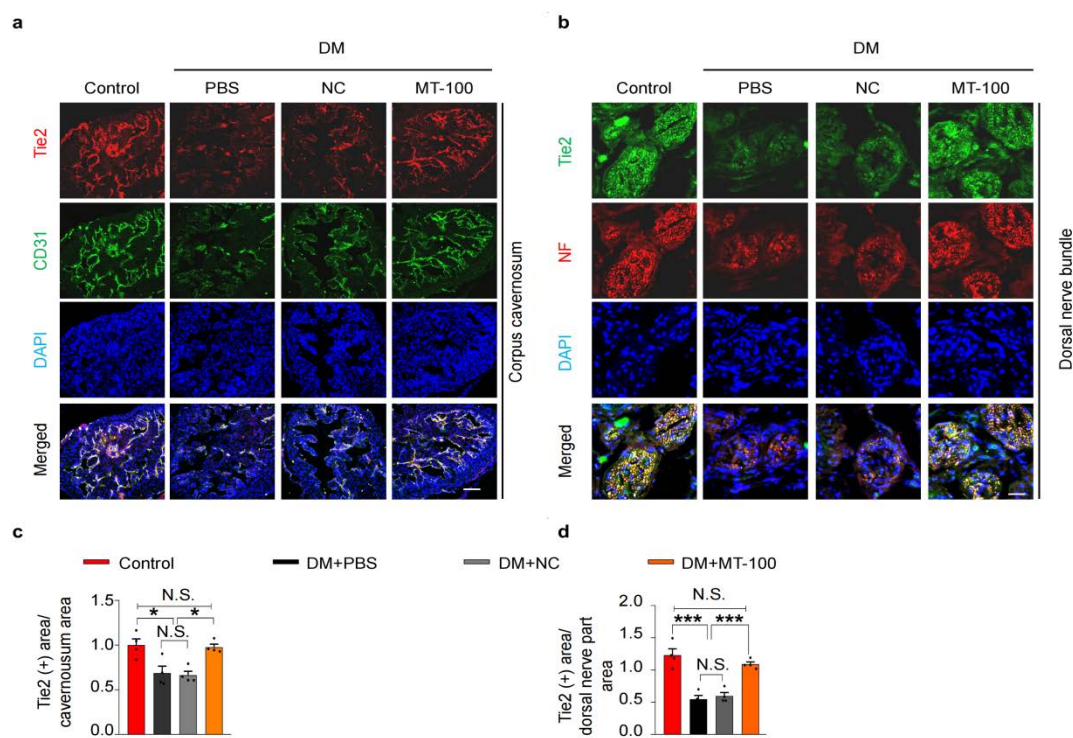

**Supplementary Fig. 4 MT-100 induces Tie2 expression in diabetic mice.**

**a and b** Immunofluorescent staining for Tie2/CD31 in corpus cavernosum (**a**) and Tie2/NF in dorsal nerve bundle (**b**) tissues from age-matched control and DM mice 2 weeks after repeated intracavernous injection (days  $-3$  and  $0$ ) of PBS (20  $\mu\text{L}$ ), NC (10  $\mu\text{g}$  in 20  $\mu\text{L}$  PBS), and MT-100 (10  $\mu\text{g}$  in 20  $\mu\text{L}$  PBS) after ICP studies. Nuclei were stained by DAPI (blue). Scale bars, 100  $\mu\text{m}$  (**a**, corpus cavernosum) and 25  $\mu\text{m}$  (**b**,

dorsal nerve bundle). **c and d** Quantitative analysis of Tie2 expression in endothelial cells (**c**) and neuronal cells (**d**) by using ImageJ software. Data are presented as mean  $\pm$  SEM (n = 4). The relative ratio in the control groups was arbitrarily set to 1. \*P < 0.05; \*\*\*P < 0.001. DAPI, 4,6-diamidino-2-phenylindole; NF, Neurofilament; N.S., not significant.

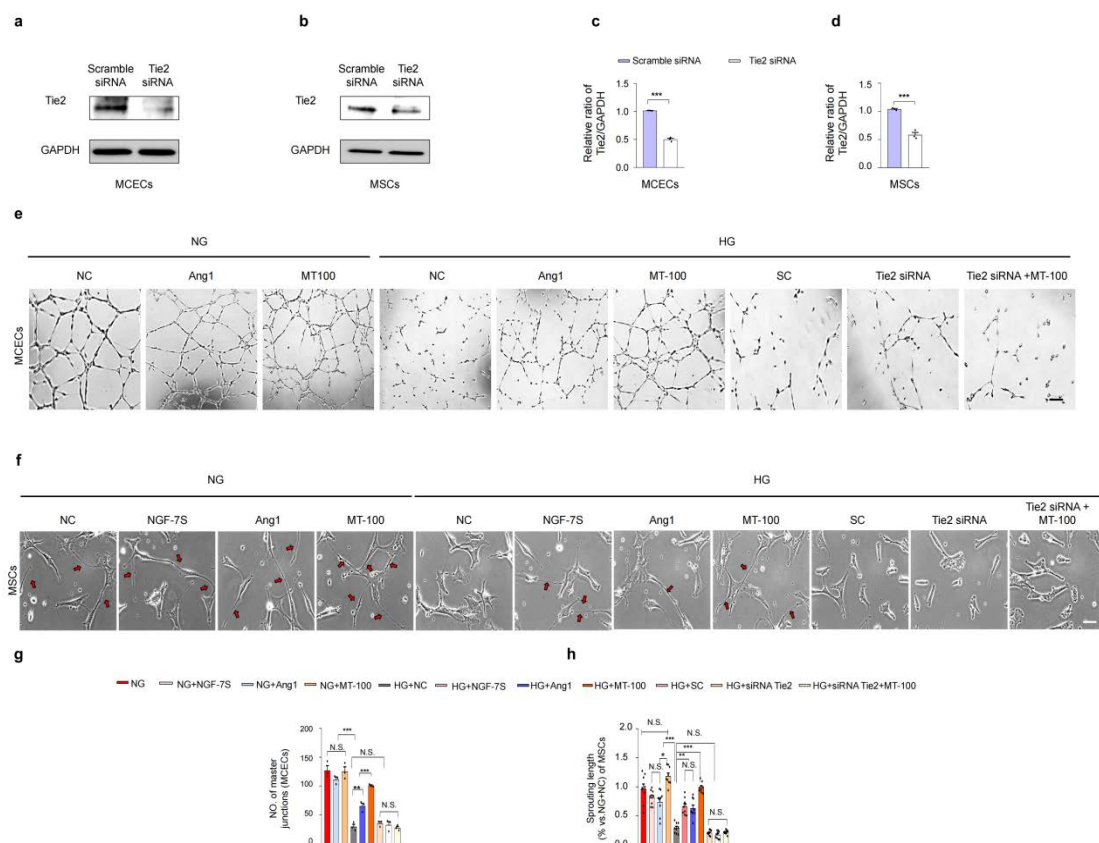

**Supplementary Fig. 5 MT-100 induces tube formation and mouse schwann cells (MSCs) neurite sprouting via the Tie2 receptor under high-glucose conditions.**

**a and b** Representative western blots for Tie2 in MCECs (**a**) and MSCs (**b**) transfected with scramble siRNA or Tie2 siRNA. **c and d** Band intensity values for Tie2 normalized to the density of GAPDH in MCECs (**c**) and MSCs (**d**) quantified by using Image J software. Data are presented as mean  $\pm$  SEM (n = 3). The relative ratios

of the scramble siRNA group were set to 1. \*\*\* $P < 0.001$ . **e** Tube formation assay. One day after transfected with scramble siRNA or Tie2 siRNA, the MCECs were treated with negative control IgG1(NC, 10  $\mu\text{g/mL}$ ), Ang1 (200 ng/mL), MT-100 (10  $\mu\text{g/mL}$ ) under normal glucose (NG, 5 mM) or high glucose (HG, 30 mM) condition for other 3 days. Scale bars, 100  $\mu\text{m}$ . **f** MSCs neurite sprouting assay. One day after transfected with scramble siRNA or Tie2 siRNA, the MSCs were treated with negative control IgG1(NC), nerve growth factor-7S (NGF-7S, 10 ng/mL), Ang1 (200 ng/mL), MT-100 (10  $\mu\text{g/mL}$ ) under normal glucose (NG, 5 mM) or high glucose (HG, 30 mM) condition for other 3 days. Scale bars, 50  $\mu\text{m}$ . **g and h** Quantification of the number of master junctions per field (**g**,  $n = 3$ ) and neurite length (**h**,  $n = 9$ ) were quantified by using Image J software. Data are presented as mean  $\pm$  SEM. The relative ratios of the negative control group were set to 1 (**h**). \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ . MCECs, mouse cavernous endothelial cells; N.S., not significant.

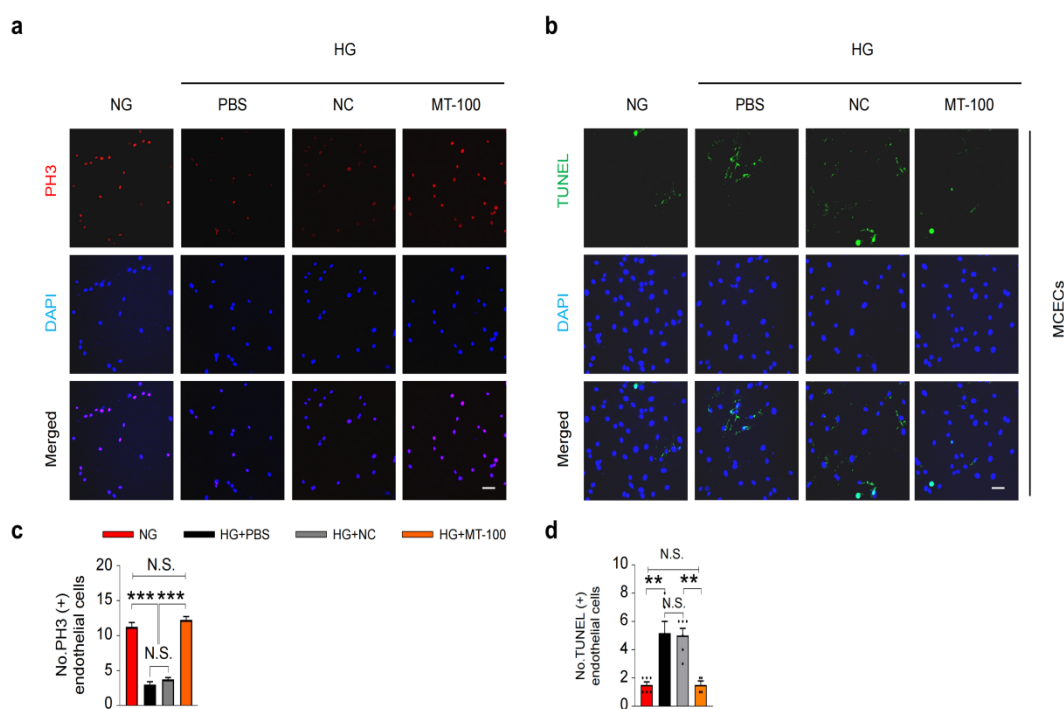

**Supplementary Fig. 6 MT-100 increases proliferation and decreases apoptosis of MCECs under high-glucose conditions.**

**a and b** *In vitro* studies of proliferation assay (PH3; **a**) and TUNEL assay (**b**) in MCECs, treated with PBS, negative control IgG1 (NC, 10 µg/mL) and MT-100 (10 µg/mL) under normal-glucose (NG) or high-glucose (HG) for 3 days. Nuclei were stained by DAPI (blue). Scale bars, 25 µm. **c and d** Number of PH3-positive (**c**) and TUNEL-positive (**d**) MCECs, quantified by using ImageJ software. Results are presented as means ± SEM (n = 4). \*\*P < 0.01; \*\*\*P < 0.001. DAPI, 4,6-diamidino-2-phenylindole; TUNEL, terminal deoxynucleotidyl transferase-mediated deoxyuridine triphosphate nick end labeling; MCECs: mouse cavernous endothelial cells; N.S., not significant.

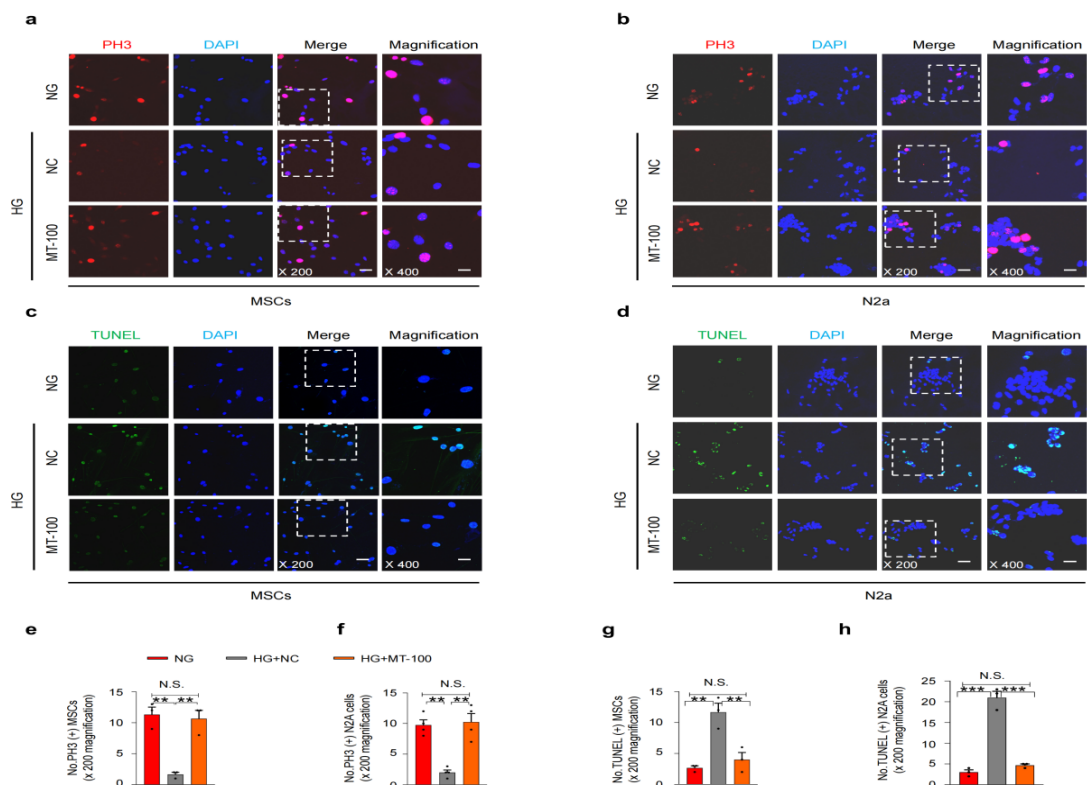

**Supplementary Fig. 7 MT-100 increases proliferation and decreases apoptosis of**

neuronal cells under high-glucose conditions.

**a and b** *In vitro* studies of proliferation assay (PH3, red) in MSCs (**a**) and N2a (**b**) treated with negative control IgG1 (NC, 10 µg/mL) and MT-100 (10 µg/mL) under normal-glucose (NG) or high-glucose (HG) conditions for at least 3 days. Nuclei were stained with DAPI (blue). Scale bars, 50 µm (merge image) 25 µm (magnification image). **c and d** *In vitro* studies of TUNEL (green) assay in MSCs (**c**) and N2a (**d**) treated with same conditions described above. **e-h** Number of PH3-positive and TUNEL-positive cells quantified by using ImageJ software. Results are presented as means ± SEM (n = 3). \*\*p < 0.01; \*\*\*p<0.001. TUNEL, terminal deoxynucleotidyl transferase-mediated deoxyuridine triphosphate nick end labeling; DAPI, 4,6-diamidino-2-phenylindole; MSCs: mouse schwann cells. N2a: Neuro-2a; N.S.= not significant.

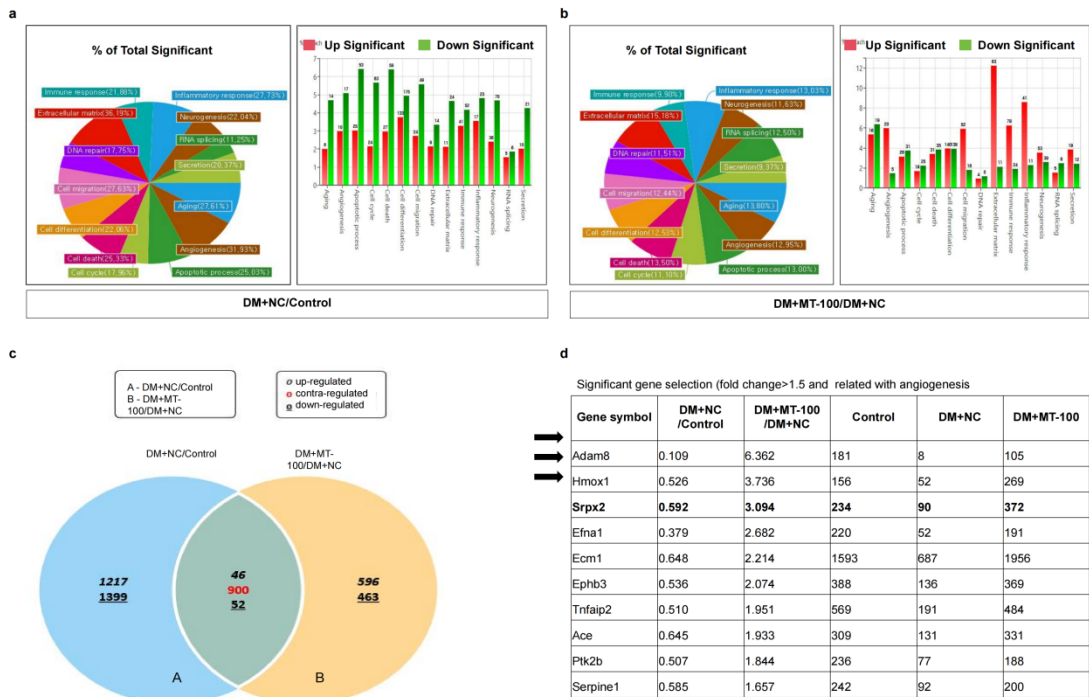

**Supplementary Fig. 8 Significant differentially expressed genes (DEGs) of the RNA-sequencing data were distributed to gene ontology (GO) categories.**

**a** The distribution of total significantly DEGs in 14 GO categories in the DM + negative control IgG1 (NC, 10 µg in 20 µL PBS) group compared with the age-matched control group. **b** The distribution of total significantly DEGs in 14 GO categories in the DM +MT-100 (10 µg in 20 µL PBS) group compared with the DM + NC group. Pie chart represents total percentage; Bars graph represents detailed percentage and numbers of upregulated and downregulated genes, respectively. **c** Veen Diagram analysis between DM+NC/Control and DM+MT-100/DM+NC. **d** Top 10 contra-regulated genes showed increases or decreases in DM+NC/Control and DM+MT-100/DM+NC expression ratios grater than 1.5.

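Supplementary Fig. 8d gives ratios on the scale of the deposited values, that is, 2 to the power of the difference between the log2 values with the pseudocount of 1. Computed this way from the files, the ratio of Adam8 was 0.109 in DM + NC/Control and 6.36 in DM + MT-100/DM + NC. The pseudocount draws the ratios of genes with few reads toward 1. With a pseudocount of 0.1, the ratios of Adam8 were 0.071 and 9.62. For Ecm1, which had more reads than Adam8, the ratios were 0.648 and 2.21, and the read ratios without a pseudocount were 0.646 and 2.22. In the Venn diagram of Supplementary Fig. 8c, contra-regulated genes are those past the criteria in both comparisons with opposite directions. The GO categories of Supplementary Fig. 8a and b were not analysed here.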

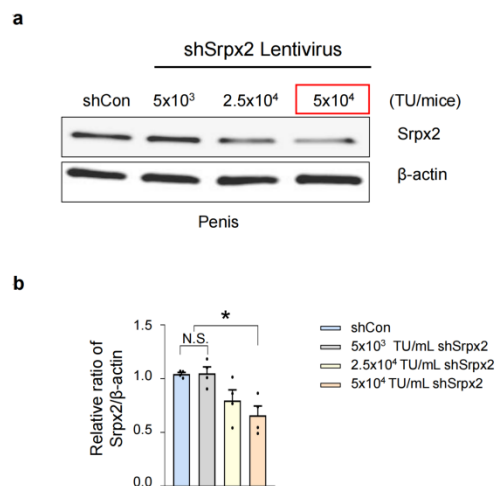

**Supplementary Fig. 9 Knockdown of Srpx2 in penis tissues.**

**a** Representative data for Srpx2 in mouse penis tissues infected with shCon or shSrp2 lentivirus at three doses (5 x10<sup>3</sup>, 2.5 x10<sup>4</sup>, or 5 x10<sup>4</sup> TU/mice) for at least 3 days. **b** Quantitative analysis of Srpx2 protein expression using ImageJ software. Data

are presented as mean  $\pm$  SEM (n = 4). The relative ratio in the shCon groups was arbitrarily set to 1. \*P < 0.05. N.S., not significant.

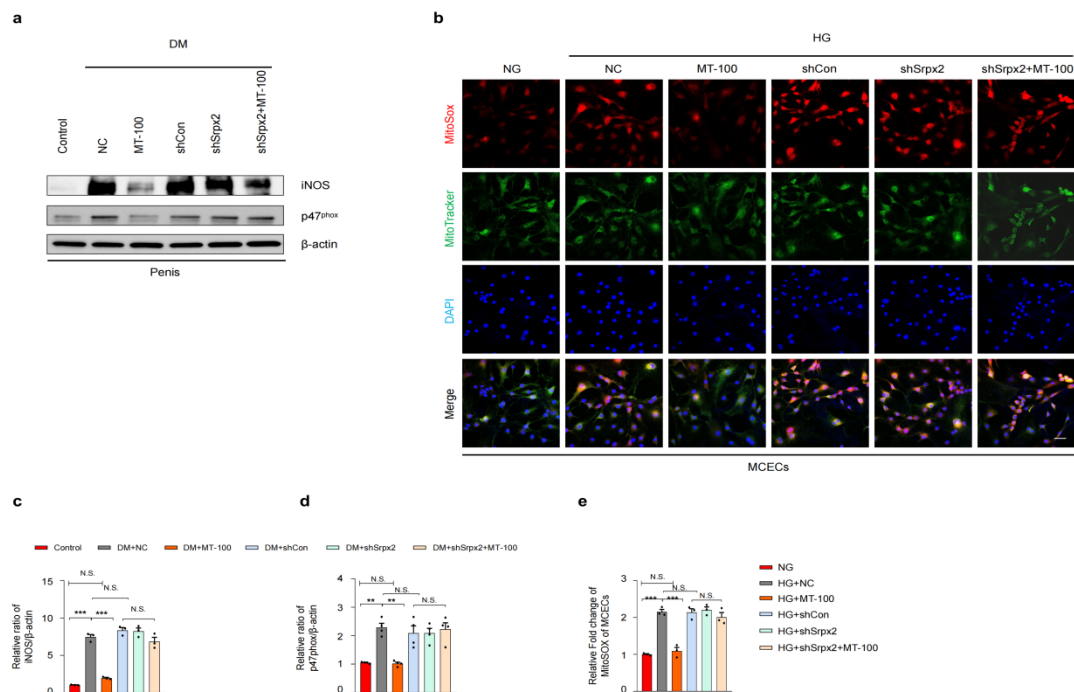

### Supplementary Fig. 10 MT-100 decreases cavernous ROS production via a novel target, SrpX2, in diabetic mice.

**a** Respective western blot for iNOS, p47<sup>phox</sup>, MT-ND1 in corpus cavernosum tissues under the indicated conditions. **b** Mitochondria ROS detection. Immunofluorescence staining with MitoSox red (for mitochondria superoxide) and MitoTracker (green) in MCECs under the indicated conditions. Scale bars, 50  $\mu$ m. Nuclei were stained by DAPI (blue). **c and d** Band intensity values for iNOS (**c**), p47<sup>phox</sup> (**d**) normalized to the density of β-actin in corpus cavernosum tissues quantified by using Image J software. Data in graphs are presented as mean  $\pm$  SEM (n = 3). The relative ratio in the control group was arbitrarily set to 1. **e** Quantification of the relative ratio of MitoSox positive area by using Image J software. Data in graphs are presented as mean  $\pm$  SEM

(n = 3). The relative ratio in the NG groups was arbitrarily set to 1. \*\*P < 0.01; \*\*\*P < 0.001. MCECs, mouse cavernous endothelial cells; DAPI, 4,6-diamidino-2-phenylindole; N.S. = not significant.

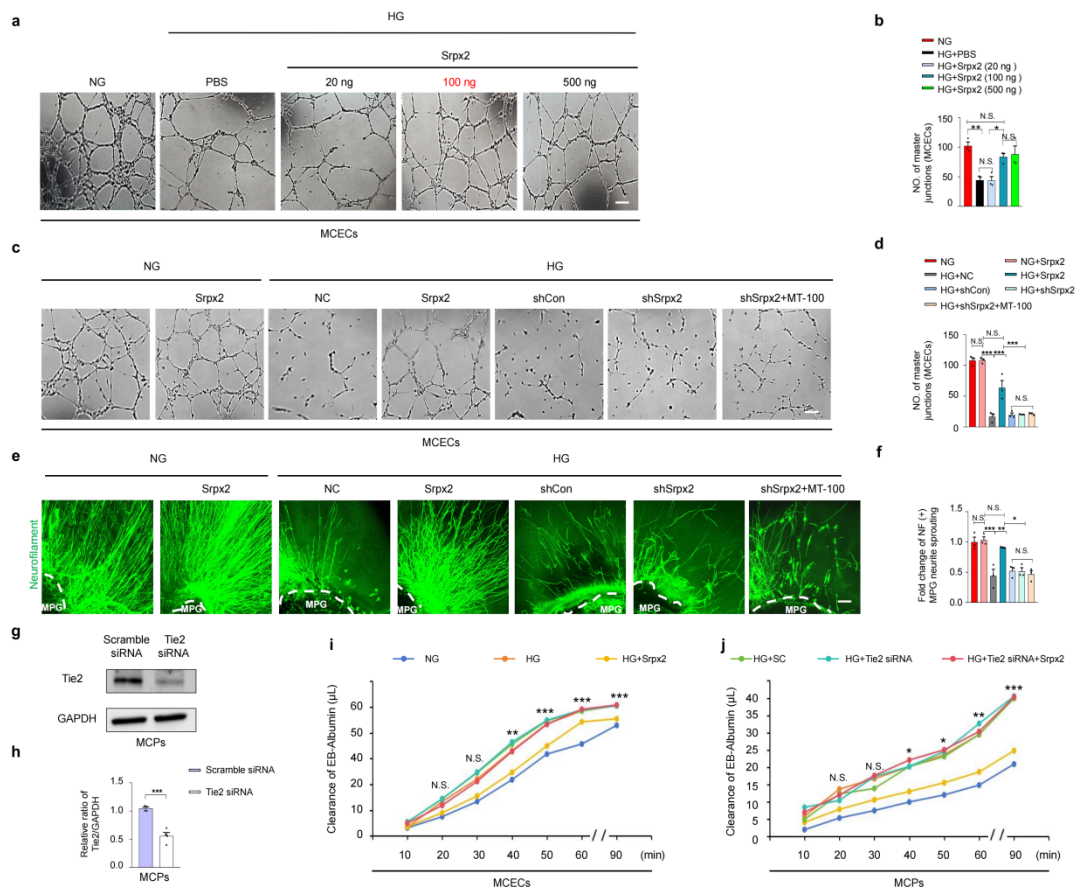

**Supplementary Fig. 11 MT-100 induces angiogenesis and neurite sprouting via a novel target Srp2 under high-glucose conditions.**

**a** Tube formation assay. MCECs were treated with PBS and Srp2 protein (20 ng, 100 ng, 500 ng/mL, respectively) under high-glucose (HG) conditions. Scale bars, 100  $\mu$ m.

**b** Quantification of the number of master junctions per field (n = 3). **c** Tube formation assay. MCECs were infected with shCon or shSrp2 lentivirus (5  $\times 10^4$  TU/mL) for at least 3 days, then the cells were treated with negative control IgG1 (NC, 10  $\mu$ g/mL), Srp2 protein (100 ng/mL) and MT-100 (10  $\mu$ g/mL) under normal-glucose (NG)

conditions or HG conditions, respectively. Scale bars, 100  $\mu$ m. **d** Quantification of the number of master junctions per field ( $n = 3$ ). **e** Neurofilament (NF, green) immunofluorescent staining in mouse MPG tissues with same conditions described above. Scale bars, 100  $\mu$ m. **f** Fold change of NF-immunopositive neurite sprouting from MPG tissues were quantified using ImageJ software. Data in graphs are presented as mean  $\pm$  SEM ( $n = 3$ ). The relative ratio in the NG groups was arbitrarily set to 1. **g** Representative western blots for Tie2 in MCPs treated with scramble siRNA or Tie2 siRNA. **h** Band intensity values for Tie2 normalized to the density of GAPDH in MCPs quantified by using Image J software. Data in graphs are presented as mean  $\pm$  SEM ( $n = 3$ ). The relative ratio in the scramble siRNA group was arbitrarily set to 1. **i and j** Permeability assay. One day after transfected with scramble siRNA (SC) or Tie2 siRNA, the MCECs and MCPs were treated with Srp $\alpha$ 2 protein (100 ng/mL) under NG or HG condition for other 3 days. The clearance of EB-Albumin in MCECs (**i**) and MCPs (**j**) during 90 min were detected. \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ . MCECs, mouse cavernous endothelial cells; N.S. = not significant.

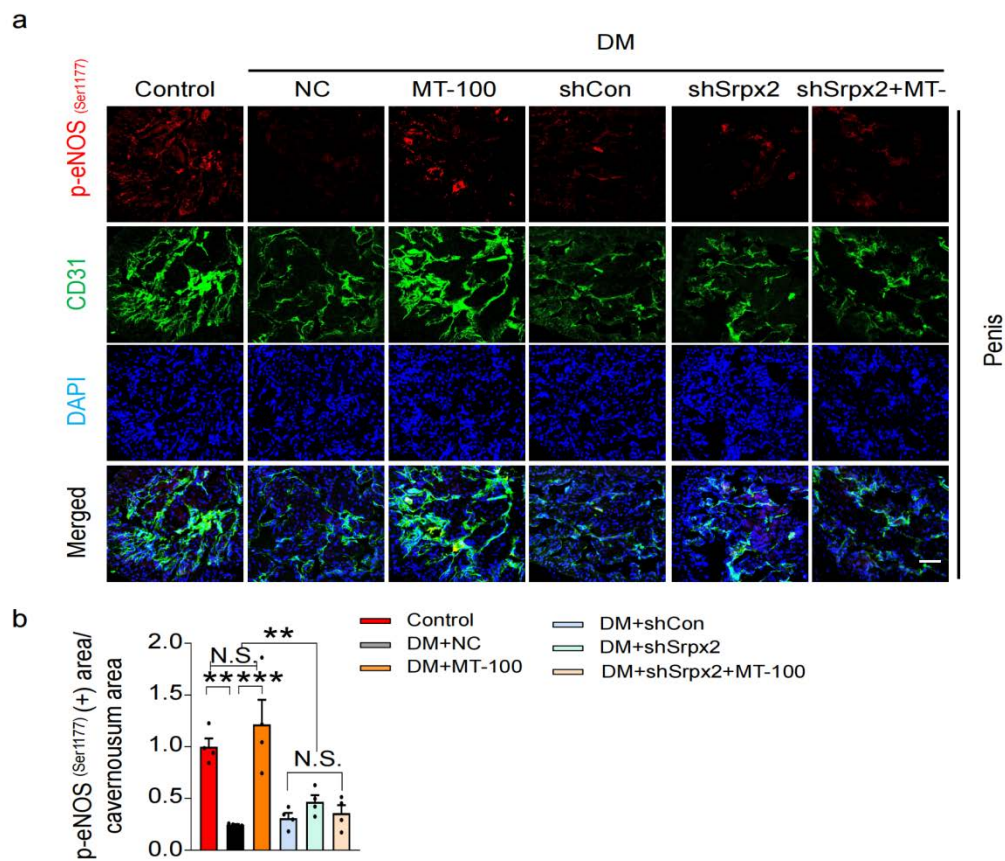

**Supplementary Fig. 12 MT-100 induces cavernous eNOS phosphorylation via a novel target Srp2 in diabetic mice.**

**a** Representative images of immunofluorescent staining of corpus cavernosum tissues from indicated conditions for p-eNOS<sup>ser1177</sup> (red) and CD31 (green) after ICP studies. Nuclei were stained by DAPI (blue). Scale bars, 100  $\mu$ m. **b** Quantitative analysis of the p-eNOS<sup>ser1177</sup>-immunopositive cavernosum area using ImageJ software. Data are presented as mean  $\pm$  SEM (n = 4). The relative ratio in the control groups was arbitrarily set to 1. \*\*P < 0.01; \*\*\*P < 0.001. DAPI, 4,6-diamidino-2-phenylindole; NC, negative control IgG1; DM, STZ-induced diabetic; shCon, scrambled control shRNA; shSrp2, shRNA targeting Srp2; N.S., not significant.

## Supplementary Tables

**Supplementary Table 1.** Physiologic and metabolic parameters: 2 weeks after treatment with PBS, negative control (NC) or MT-100 (1 µg, 10 µg, 20 µg) in DM

|                             | Control      | DM-PBS       | DM+NC        | DM+ MT-100 (1 µg) | DM+ MT-100 (10 µg) | DM+ MT-100 (20 µg) |
|-----------------------------|--------------|--------------|--------------|-------------------|--------------------|--------------------|
| Body weight(g)              | 31.11±1.36   | 22.11±1.45*  | 23.17±1.77*  | 22.07±1.08*       | 22.83±1.87*        | 22.10±1.71*        |
| Postprandial glucose(mg/dl) | 135.29±14.6  | 523.86±66.7* | 541±61.1*    | 530±82.53*        | 540.71±42.81*      | 523±59.81*         |
| Fasting glucose(mg/dl)      | 122.43±12.04 | 366±48*      | 361.57±65.2* | 332±54.63*        | 333.29±58.14*      | 338±63.58*         |
| MSBP (mm Hg)                | 132.7±10.85  | 139.5±9.87   | 137.55±10.69 | 145.71±10.58      | 138.33±7.44        | 137.36±5.44        |

Values are the mean ± SEM for n = 7 animals per group. \*P < 0.001; MSBP, mean systolic blood pressure.

**Supplementary Table 2.** Physiologic and metabolic parameters: 2 weeks after treatment with negative control (NC), MT-100, shCon, shSrpX2 or shSrpX2+MT-100

[illegible]

How the deposited data were processed for this re-analysis (not part of the article)

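RNA sequencing of mouse cavernosum tissue gave 3 libraries, 1 each for Control, DM + NC and DM + MT-100. Conditions were taken from the sample labels and the methods of the paper, which give the same groups. According to the paper, the authors removed adapters and reads of low quality, mapped the trimmed reads with TopHat, estimated expression with BEDTools and Cufflinks, and normalized with edgeR in R, which the paper calls quantile normalization. Versions, the genome build and the annotation are not named in the paper's text. The values the authors deposited are on a log2 scale, as log2 of CPM plus 1, with 3 decimals. The largest log2 values of the 3 libraries differed (15.17, 15.47 and 15.15 for Control, DM + NC and DM + MT-100), as they do not after quantile normalization of the 3 libraries.

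The files list 23282 genes with 23238 distinct symbols. The 35 repeated symbols were kept as separate entries. For each library, the step between the linear values was fitted, and each value was divided by it and rounded to whole reads. The totals were 8406009, 5971249 and 7363357 reads, in the order above. The share of the linear values in the top 10 genes was 9.06%, 11.2% and 11.5%. As a check of the labels against male mice, Xist had 13, 5 and 2 reads, and the Y-linked gene Ddx3y had 1991, 1037 and 1567 reads.

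All computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. A gene was called changed with a fold change above 1.5 and log2 above 4 in at least 1 of the 2 libraries compared, and contra-regulated when it was called in both comparisons with opposite directions. The paper names 3 conditions, namely these thresholds and a raw value above 100, but not in how many libraries they apply. The files give no raw values, so the condition on raw values was left out of the calls and applied to the recovered reads as an alternative. No test across conditions was possible with 1 library per condition, and no p-values were computed. Exact Clopper-Pearson intervals at a confidence level of 95% were computed for the ratio of reads in 2 libraries. A count of 0 allows up to 3 reads, and a fold against at most 3 reads is given as the lower bound of its counting interval. Chance levels came from 1000 random reassignments of the 3 values of each gene, from 100 Poisson draws at the recovered depths, and from 100 draws of 3 libraries with independent normal deviations. The last of these was the simulation set in advance, and the others were added later.

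Marker lists for 13 cell types or states (endothelial, smooth muscle, pericyte, fibroblast, Schwann cell, skeletal muscle, keratinocyte, macrophage, neutrophil, red blood cell, adipocyte, bone and proliferation) were written in advance. The median log2 fold change of each list was ranked among the medians of 10000 random lists of the same size drawn from 40 bins of mean expression. Genes without reads in any library were left out. Second lists of 12 other genes for skeletal muscle, keratinocyte, macrophage, fibroblast, urothelium, smooth muscle and red blood cell were written after the first lists had been seen, before the values of their genes were looked at. The genes named in the text are 9 of the 10 of Supplementary Fig. 8d, genes of the Tie2 pathway, proteins the paper stained or blotted, and the marker lists. Also named are the 5 contra-regulated genes in each direction with the largest smaller change. Xist, Ddx3y and the genes of the second lists were added afterwards.

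The alternatives set before the data were examined were other expression floors (log2 above 4 in every library compared, log2 above 6, no floor), a fold change above 2, a median shift of each library, quantile normalization, more than 100 reads, intervals outside a fold change of 1.5, TMM factors of the recovered reads (30% trim of the log ratio, 5% of the mean) and a pseudocount of 0.1. The TMM factors were 1.0297, 0.9673 and 1.0039. Other forms of the floor were added afterwards, namely log2 above 4, 3 or 2 in at least 1 of all 3 libraries, log2 above 4 in all 3, a mean log2 above 4, and more than 100 reads in at least 1 of all 3. A trend with GC content and transcript length was also removed afterwards, in 20 bins of each, using the longest GENCODE M21 transcript of each symbol. A value was found for 98.4% of the symbols.

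The functions were tested on simulated data for 23282 genes. Of 200 genes changed 3-fold in DM + NC only, 200 were called in the right direction, with 13 calls among the unchanged genes. Reads were recovered exactly for 100% of the genes with at least 1 and fewer than 1000 reads. In these simulated data, 201 genes were contra-regulated, against 48 to 88 in 100 reassignments, so the reassignment separated a change of DM + NC alone from counting noise. The unchanged genes of this simulation differed by counting noise only. Whether the reassignment would separate such a change from differences as large as those between the real libraries was not tested. The counting interval held the true ratio in 95.4% of 5000 draws.

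The GO categories and the angiogenesis list of the paper were not analysed here. Of the genes chosen in advance, mt-Nd1 and Ly6g are not among the symbols of the files, and 2 others were left out irrespective of their values.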

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

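Each of the following lists of marker genes had a higher median in a diabetic library than in Control and was above at least 99.97% of the 10000 random lists matched on expression, and none of these cell types is discussed in the paper. The tests on the endothelial and Schwann cell lists and on the bone matrix genes, and the quantile normalization of the red blood cell and bone lists, were chosen only after the result was seen, as was the decision to leave the second red blood cell list undecided. Every list was measured in 1 library per condition.

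The skeletal muscle list had a median log2 fold change of 1.78 in DM + NC against Control, with 11 of 11 genes higher and a range from 1.07 to 3.36. In DM + MT-100 against DM + NC, all 11 genes were lower, with a median of -1.58. Acta1, the most abundant gene of the list, had 32449 reads in Control, 77170 in DM + NC and 32941 in DM + MT-100, and all 11 genes were expressed in Control. The list held 1.31%, 3.96% and 1.30% of the linear values of the libraries. Neither GC content and transcript length nor the scaling accounts for the pattern, since the median was 1.71 after removal of the trend and 1.51 after quantile normalization. A candidate explanation is a larger share of skeletal muscle in the tissue of DM + NC, and 12 of 12 genes of the second list were higher as that requires. All 23 genes of both lists were among the 680 genes higher in DM + NC and lower again in DM + MT-100. Whether such a share came from the dissection or from diabetes was not tested.

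The fibroblast list had a median log2 fold change of 1.77 in DM + MT-100 against Control and of 2.37 against DM + NC, with 10 of 10 genes higher in both. Col1a2 had 17787 reads in Control, 12697 in DM + NC and 88218 in DM + MT-100. Against DM + NC, the median was 2.29 after removal of the trend with GC content and length and 2.22 after quantile normalization, so these did not produce the increase. A smaller share of muscle would raise the other cell types alike. In DM + MT-100 against DM + NC, the higher of the medians of the endothelial and Schwann cell lists was 0.16, which argues against it for that increase. Against Control, these medians were 0.76 and -0.13, respectively. A larger share of fibroblasts in DM + MT-100 may explain the pattern, since 12 of 12 genes of the second list were higher. Many of these genes encode matrix proteins, and higher expression in the same number of cells stays open, as do an effect of MT-100 and a difference in dissection.

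The macrophage list had a median log2 fold change of 2.42 in DM + MT-100 against Control and of 3.02 against DM + NC, with 10 of 10 genes higher in both. Ctss, its most abundant gene in DM + MT-100, had 254 reads in Control, 98 in DM + NC and 1747 in DM + MT-100. Cd68 had 17, 3 and 552 reads, at least 48.9-fold higher in DM + MT-100 than in DM + NC by the lower bound of its counting interval. The median against DM + NC was 3.11 after removal of the trend with GC content and length and 3.01 after quantile normalization. For the increase over DM + NC, a smaller share of muscle is again opposed by the median of 0.16 in the endothelial list. Against Control, the endothelial median was 0.76. A larger share of macrophages is consistent with the second list, in which 10 of 12 genes were higher, although Cd163 and Cd86 were lower. The paper gives the same dose and volume for both antibodies and reports inflammation of the tissue at higher doses of MT-100, so an effect of MT-100, a difference between the mice and a difference in dissection all stay open.

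The bone list had a median log2 fold change of 1.46 in DM + MT-100 against Control over 8 genes with reads, 6 of them higher. The median was 1.38 after removal of the trend with GC content and length and 1.53 after quantile normalization. Bone-forming cells are an unlikely source, since the matrix genes Bglap, Bglap2 and Ibsp had 0 reads in every library. However, Alpl rose from 16 reads in Control to 80 in DM + MT-100, and Mmp13 and Col2a1 each rose from 0 to 34. Dmp1, also among the higher genes, had 1 read in DM + MT-100 against 0 in Control. The largest increase was that of Ctsk, from 41 reads in Control and 72 in DM + NC to 2209 in DM + MT-100. Which cells expressed Ctsk was not tested.

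The red blood cell list had a median log2 fold change of 1.42 in DM + NC against Control, with 6 of 6 genes higher, and of -0.93 in DM + MT-100 against DM + NC, with 6 of 6 lower. Hba-a1 had 2269 reads in Control, 3055 in DM + NC and 1972 in DM + MT-100. The median in DM + NC against Control was 1.34 after removal of the trend with GC content and length and 1.50 after quantile normalization. Whether more blood was left in the tissue of DM + NC could not be decided, since only 5 of the 12 genes of the second list had reads. Of these, 3 were higher, and the 10 of 12 set as the threshold were not reached.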

How the results depend on the processing

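The numbers of changed genes followed the thresholds. In the order DM + NC against Control, DM + MT-100 against DM + NC and contra-regulated, they were 3162, 2896 and 1036 as reported. With log2 above 4 in every library compared they were 1867, 1811 and 602, with log2 above 6 they were 1053, 1007 and 392, and without a floor they were 7064, 6818 and 2900. With a fold change above 2 they were 1354, 1119 and 303, and with counting intervals outside a fold change of 1.5 they were 1920, 1624 and 491. These differences follow from how many genes each threshold admits. A median shift of each library, quantile normalization and a minimum of 100 reads moved no number by more than 1.5 times, nor did removal of the trend with GC content and transcript length, which was chosen after seeing the data. Other forms of the floor were also chosen after seeing the data, while the numbers were compared with the paper's. With log2 above 4 in all 3 libraries, the numbers were 1717, 1716 and 602, and with log2 above 2 in at least 1 of all 3 they were 5636, 5391 and 2216. With log2 above 3 in at least 1 of all 3, 1656 genes were contra-regulated. The numbers stayed within 1.5 times with log2 above 4 in at least 1 of all 3 libraries, with a mean log2 above 4 over the libraries compared or over all 3, and with more than 100 reads in at least 1 of all 3 libraries, with or without log2 above 4. Of the 1036 contra-regulated genes, 1014 stayed contra-regulated with the median shift and 967 with quantile normalization. Under each of these alternatives, contra-regulated genes outnumbered those changed in the same direction, with shares from 70.9% to 90.7% of the genes changed in both comparisons.

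Of 9 genes of Supplementary Fig. 8d, 8 were contra-regulated as reported, 5 with log2 above 4 in every library compared, 2 with log2 above 6, 1 with a fold change above 2 and 3 with counting intervals outside 1.5. Quantile normalization left 7 and lost Ace. With the mean over the libraries compared, 7 were left, without Adam8 and Hmox1. All 9 were contra-regulated without a floor and with the floors that any of all 3 libraries could pass. Srpx2 was lost with log2 above 6, with a fold change above 2 and with the counting intervals, in each case at the floor or in DM + NC against Control, and the depth of 90 reads in DM + NC limits the decrease.

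The correlation of the comparisons was -0.532 with log2 above 6 in every library, against -0.434, and the cause was not tested. It was -0.434 with the median shift and -0.415 with quantile normalization. All 8 values of Srpx2 under other scalings or pseudocounts lay within its counting intervals, but the 2 under TMM equalled the deposited values and are no separate check. The other single genes compared in this way were those of Supplementary Fig. 8d and the largest contra-regulated genes in each direction. Of their values, 138 lay within their counting intervals and 6 outside, all of Krt36, which had no reads in 2 libraries. The deposited log2 fold changes of Krt36, 4.95 and -4.95, also lay outside, since they carry the pseudocount of 1 and the intervals do not. No direction changed among these genes. The stained or blotted proteins and the single genes of the marker lists were not compared in this way. Of 78 medians of marker lists, 77 stayed within the bootstrap interval over the genes of the list. The exception was the skeletal muscle list in DM + MT-100 against DM + NC, which was -1.45 after quantile normalization; the cause was not tested.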

Differences from the paper's values

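The paper gives 3153 differentially expressed genes without naming the comparison. Here, 4830 genes passed a fold change of 1.5 and the floor in at least 1 of the comparisons. The paper also required a raw value above 100. With that minimum for the recovered reads, an alternative set before the data were examined, the number was 4688. This was just within 1.5 times the paper's number, but little below 4830, so the raw value left most of the difference unexplained. Of the other alternatives set before the data were examined, log2 above 4 in every library compared gave 3006 genes, counting intervals outside 1.5 gave 2969 and a fold change above 2 gave 2107, also within 1.5 times. Log2 above 6 (1628), no floor (10133), the median shift (4868) and quantile normalization (4855) did not close the gap. In DM + NC against Control alone, the number here was 3162. Supplementary Fig. 8c, read by eye, shows about 3600 genes for that comparison, so a match with 3153 does not settle which comparison was meant. For DM + MT-100 against DM + NC, the figure shows about 2100 genes, against 2896 here. Other alternatives for at least 1 of the comparisons were chosen after seeing the values. Log2 above 4 in all 3 libraries gave 2761 genes. A mean log2 above 4 gave 3704 over all 3 libraries and 3857 over the libraries compared. All of these were within 1.5 times the 3153 genes of the paper. The others chosen after seeing the values did not close the gap. These were log2 above 4, 3 or 2 in at least 1 of all 3 libraries (4889, 6483 and 8014), more than 100 reads in at least 1 of all 3 libraries (5155, and 4826 with log2 above 4), and removal of the trend with GC content and transcript length (4806).

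The paper shows about 98 genes changed in the same direction in both comparisons (Supplementary Fig. 8c, read by eye), whereas 192 were found here. Log2 above 4 in every library compared gave 70 and counting intervals outside 1.5 gave 84, both within 1.5 times the paper's number. The other alternatives set before the data were examined gave 40 (log2 above 6), 849 (no floor), 63 (fold change above 2), 197 (median shift), 195 (quantile normalization) and 171 (minimum of 100 reads), and did not close the gap. Among alternatives chosen after seeing the values, a mean log2 above 4 over the libraries compared gave 100 genes and log2 above 4 in all 3 libraries gave 70, both within 1.5 times the paper's number. The others chosen after seeing the values, in the order above, gave 190 (mean over all 3 libraries), 444, 622 and 797 (at least 1 of all 3), 497 and 444 (more than 100 reads) and 189 (removal of the trend).

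The paper lists Adam8 among the contra-regulated genes. Its log2 values of 1.25 in DM + NC and 3.92 in DM + MT-100 were both below the floor, so it was not called here in DM + MT-100 against DM + NC. It was called without a floor and, with alternatives chosen after seeing the values, where log2 above 4, 3 or 2 or more than 100 reads had to be reached in at least 1 of all 3 libraries.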

Other observations

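The random reassignment was chosen only after the number of contra-regulated genes was seen, though before any draw, and the tests of counting noise for Srpx2 were chosen after its reads were seen, as were the decisions to leave the urothelium list and the share of fibroblasts in DM + NC undecided.

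More genes changed in opposite directions in the 2 comparisons than in the same direction. Random differences between 3 libraries that share DM + NC give such an excess, since 100% of the 1000 random reassignments gave at least as many contra-regulated genes as the 1036 observed. In the simulation with independent normal deviations, no draw reached that number, with a mean of 918, but the draws also had fewer changed genes (2761.7 on average in DM + NC against Control), and contra-regulated genes outnumbered the 68.1 genes changed in the same direction. Whether the number itself is above chance therefore depends on the model, whereas the share of 84.4% was below all draws of both. Counting noise at these depths gave 0.4 on average and is no explanation. The number was 1016 after quantile normalization and 1016 after removal of the trend with GC content and transcript length, which argues against the scaling and against such a bias. These results suggest that contra-regulation in these data is no sign by itself that MT-100 reversed a change of diabetes. Individual genes, whose change could be real, are not excluded by this.

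Srpx2 was lower in DM + NC than in Control and higher in DM + MT-100 than in DM + NC. Counting noise does not explain either change, since the bounds of the intervals of the read ratio nearest to 1 were 0.738 and 2.56. Whether a smaller share of fibroblasts in DM + NC lowered Srpx2 stays open, but the prediction set for it, a fall of the medians of both fibroblast lists, was not met. The second fibroblast list had a median log2 fold change of 0.069 against Control, with 7 of 12 genes higher and the lowest at -0.21. The first list had a median of 0.089. In it 6 of 10 genes were higher, but Col1a1, Fn1 and Lum were lower by 0.79, 0.67 and 0.46, respectively, so the genes of these lists do not move as a set. A larger share of fibroblasts in DM + MT-100 is consistent with the increase, since the second list rose by 1.20 in DM + MT-100 against DM + NC, compared with 1.63 for Srpx2. Regulation of Srpx2 by MT-100 within cells stays open for the increase, as does variation between mice for both changes.

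Keratinocyte genes fell from Control to DM + NC to DM + MT-100. The median log2 fold change of the list was -2.47 in DM + NC against Control and -4.88 in DM + MT-100 against Control, with 9 of 10 genes lower in both. Krt15 went the opposite way, with 1105, 1691 and 6711 reads. Krt5 fell from 21169 reads in Control to 2702 in DM + NC and 698 in DM + MT-100, and Krt1 from 7458 to 190 and 0. The median in DM + MT-100 against Control was -4.91 after removal of the trend with GC content and length and -4.98 after quantile normalization. A smaller share of epidermis in the diabetic tissues is a candidate explanation, and 12 of 12 genes of the second list were lower. Whether this came from dissection or from diabetes was not tested.

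Smooth muscle genes were lower in DM + MT-100 than in DM + NC in 10 of 10 cases, with a median log2 fold change of -1.19, after being higher in DM + NC than in Control in 10 of 10, with 0.57. Acta2 had 19158 reads in Control, 21239 in DM + NC and 9088 in DM + MT-100. The median in DM + MT-100 against DM + NC was -1.18 after removal of the trend with GC content and length and -0.997 after quantile normalization. In DM + NC against Control, the median was 0.566 after removal of this trend but only 0.334 after quantile normalization. A smaller share of smooth muscle in DM + MT-100 is consistent with the second list, in which 12 of 12 genes were lower. An effect of MT-100 and a difference in dissection stay open.

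Of the urothelium list, 9 of 10 genes with reads were higher in DM + MT-100 than in DM + NC, with a median log2 fold change of 1.02. In DM + NC against Control, 8 of the 10 were lower, with a median of -1.38. In DM + MT-100 against Control, 6 of the 10 were higher, with a median of 0.71. The 10 of 12 genes set as the threshold for a larger share of urothelium were not reached. As 2 of the 12 genes had no reads, this was left undecided, and Pparg is also in the adipocyte list.

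The other lists gave the following median log2 fold changes. The endothelial list was 0.54 higher in DM + NC than in Control, above 99.8% of the matched random lists, and 0.16 higher in DM + MT-100 than in DM + NC. In DM + MT-100 against Control it was 0.76 higher, with 8 of 10 genes higher, above 99.99% of the matched random lists. Tek, which encodes Tie2, is in this list, as are Pecam1, Cdh5 and Cldn5, which the paper stained as proteins. The pericyte list was at 0.30 and -0.03, the Schwann cell list at -0.10 and -0.15, the neutrophil list, with 7 genes with reads, at -0.16 and 0.00, and the adipocyte list, with 8, at 0.63 and -0.05. With genes at or under 3 reads set to that bound, the neutrophil list was at 0.05 and -0.11 and the adipocyte list at 0.50 and -0.05. In the neutrophil list, S100a8 had 698, 303 and 13 reads and S100a9 176, 122 and 12, and both were lower in DM + MT-100 than in DM + NC beyond counting error, with read ratios of 0.034 (95% interval 0.018 to 0.058) and 0.077 (0.039 to 0.139). The other neutrophil genes had at most 18 reads in any library. The keratinocyte list was also lower in DM + MT-100 than in DM + NC, with a median of -2.225. Which cells expressed S100a8 and S100a9 was not tested, so their decrease does not show fewer neutrophils. The proliferation list was at -1.92 in DM + NC against Control, with 9 of 10 genes lower, and at 0.18 in DM + MT-100 against DM + NC, with 6 of 10 higher. In DM + MT-100 against Control it was at -1.617, with 9 of 10 lower. The keratinocyte list was likewise lower in both diabetic libraries. Which cells expressed the proliferation genes was not tested, so less epidermis is not separated from less proliferation. Mki67 had 204 reads in Control, 25 in DM + NC and 44 in DM + MT-100.

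The paper measured several of the following genes as proteins in other tissue samples, at 2 weeks where it gives a time. Tek had log2 values of 4.38 in Control, 5.29 in DM + NC and 5.59 in DM + MT-100. Pecam1, which encodes CD31, was at 5.69, 6.47 and 6.65. Cspg4, which encodes NG2, was at 7.10, 7.01 and 6.94. Nos1, which encodes nNOS, was at 4.59, 6.46 and 5.13. Like the genes of the skeletal muscle lists, it was higher in DM + NC and lower again in DM + MT-100. Which cells expressed Nos1 was not tested. Bdnf had 138, 12 and 28 reads, and its increase in DM + MT-100 against DM + NC was within counting error (log2 interval -0.16 to 1.98). Ntf3 had 77, 89 and 68 reads. Its log2 fold change was 0.73 in DM + NC against Control (log2 interval 0.34 to 1.25) and -0.69 in DM + MT-100 against DM + NC (-1.22 to -0.27). Cldn5 was 0.73 higher on the log2 scale in DM + MT-100 than in DM + NC and 0.06 higher in DM + NC than in Control. Ocln, with 31, 12 and 31 reads, was 0.75 higher in DM + MT-100 than in DM + NC, with a log2 interval from 0.01 to 2.11. Cdh5 was at 5.62, 5.72 and 6.14. Nefm had 33, 28 and 35 reads, with log2 fold changes of 0.28 and -0.03 that were both within counting error. Nefl had 16, 3 and 1 reads. By counting error alone it was lower than in Control in both diabetic libraries, with intervals of the read ratio from 0.052 to 0.982 in DM + NC and from 0.002 to 0.471 in DM + MT-100, while its change in DM + MT-100 against DM + NC was within counting error. Nefh had 0 reads in every library. Ncf1, which encodes p47phox, had 24, 56 and 129 reads and was 1.50 higher in DM + NC than in Control (log2 interval 1.09 to 2.56) and 0.79 higher in DM + MT-100 than in DM + NC (0.39 to 1.33). Nos2, which encodes iNOS, had 16, 9 and 20 reads, and both of its changes were within counting error.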
